# Activation of GPR3-β-arrestin2-PKM2 pathway in Kupffer cells stimulates glycolysis and inhibits obesity and liver pathogenesis

**DOI:** 10.1038/s41467-024-45167-5

**Published:** 2024-01-27

**Authors:** Ting Dong, Guangan Hu, Zhongqi Fan, Huirui Wang, Yinghui Gao, Sisi Wang, Hao Xu, Michael B. Yaffe, Matthew G. Vander Heiden, Guoyue Lv, Jianzhu Chen

**Keywords:** Kupffer cells, Extracellular signalling molecules, Metabolomics, Molecular medicine

## Abstract

Kupffer cells are liver resident macrophages and play critical role in fatty liver disease, yet the underlying mechanisms remain unclear. Here, we show that activation of G-protein coupled receptor 3 (GPR3) in Kupffer cells stimulates glycolysis and protects mice from obesity and fatty liver disease. GPR3 activation induces a rapid increase in glycolysis via formation of complexes between β-arrestin2 and key glycolytic enzymes as well as sustained increase in glycolysis through transcription of glycolytic genes. In mice, GPR3 activation in Kupffer cells results in enhanced glycolysis, reduced inflammation and inhibition of high-fat diet induced obesity and liver pathogenesis. In human fatty liver biopsies, GPR3 activation increases expression of glycolytic genes and reduces expression of inflammatory genes in a population of disease-associated macrophages. These findings identify GPR3 activation as a pivotal mechanism for metabolic reprogramming of Kupffer cells and as a potential approach for treating fatty liver disease.

## Abstract (web summary)

Whether Kupffer cells play a role in regulating the pathogenesis of fatty liver disease remains to be completely explored. Here, the authors show GPR3 activation stimulates glycolysis in Kupffer cells through GPR3-β-arrestin2-GAPDHPKM2 pathway and inhibits high-fat diet induced obesity and liver pathogenesis.

## Introduction

Non-alcoholic fatty liver disease (NAFLD), characterized by fat deposition in the liver, is the most common liver disorder globally. NAFLD progresses through a series of stages, from simple steatosis to non-alcoholic steatohepatitis (NASH) to cirrhosis^1,2^. Although the disease pathogenesis is not well understood, the development of NAFLD is highly correlated with obesity and diabetes and is pathogenically associated with lipid accumulation, inflammation, injury, and fibrosis in the liver. As NAFLD is also a metabolic disorder^3^, mechanisms that link metabolism to inflammation could offer insights into the pathogenesis and help identify targets for therapeutic development^1^.

Kupffer cells (KCs) are resident macrophages in the liver and the most abundant tissue-resident macrophages in the body. They play a key role in detoxification, pathogen removal, and tissue repair and homeostasis, but they can also contribute to the pathogenesis of liver diseases, including NAFLD, as they are involved in the initiation and progression of inflammation and tissue injury^4–6^. In response to local stimuli, KCs regulate both metabolic and immune functions and homeostasis in the liver^7^. Lipids and other metabolites have been shown to not only regulate the expression of genes associated with immune response in human macrophages^8,9^ but also modulate the activation of KCs in models of fatty liver disease and steatohepatitis^10^. Recently, disease-associated macrophages (DAMs) have been identified by single-cell RNA sequencing (scRNAseq) in the livers of patients with advanced NAFLD (NASH and cirrhosis) and from mouse models of NASH^11–13^. DAMs exhibit altered expression of pathways not only associated with inflammation but also with metabolism, suggesting that metabolic reprogramming may be a promising strategy to treat NAFLD^14,15^.

G protein-coupled receptors (GPCRs) play essential roles in metabolic disorders as they serve as receptors for metabolites and fatty acids^16^. In our screen for compounds that can reprogram macrophages, we found previously that diphenyleneiodonium (DPI), an agonist of GPR3, upregulates the expression of genes involved in glycolysis and lipid metabolism in macrophages^15^. GPR3 is broadly expressed in various tissues and has been shown to play important roles in metabolic processes^17–19^. Most recently, mice deficient in GPR3 were shown to develop late-onset obesity and GPR3 regulates thermogenesis in adipocytes^18,19^, suggesting a role of GPR3 in regulating metabolism. GPR3 is considered a constitutively active orphan receptor that mediates sustained cAMP production in the absence of a ligand^20^. It has been shown that GPR3 stimulates the Aβ production by recruiting the scaffold protein β-arrestin2 (encoded by *Arrb2*) to regulate γ-secretase activity^21,22^. Interestingly, *Arrb2* expression is required for insulin sensitivity^23^, and mice with *Arrb2* knockout in adipocytes are resistant to HFD-induced obesity^24^, suggesting a role of β-arrestin2 in regulating metabolism. However, little is known about the function and mechanism of GPR3 signaling in regulating metabolism and in other cell types.

In this study, we have investigated the effect of GPR3 activation by DPI on the metabolic reprogramming of macrophages, the underlying molecular mechanisms, and the physiological effect on HFD-induced obesity and liver pathogenesis. We show: (i) DPI induces a rapid switch of cellular metabolism from oxidative phosphorylation (OxPhos) to glycolysis in macrophages by stimulating the formation of β-arrestin2-GAPDH-PKM2 super complex with greatly increased enzymatic activities; (ii) DPI also induces a prolonged increase in glycolytic activity by stimulating translocation of PKM2 from the cytosol to the nucleus, transactivation of c-Myc, and transcription of glycolytic genes; (iii) DPI inhibits HFD-induced obesity and liver pathogenesis in mice by stimulating glycolysis and suppressing inflammation in KCs, and in a manner that requires PKM2 expression in KCs; and iv) DPI also stimulates glycolysis and suppresses inflammation of KCs from patients with NAFLD. These findings identify the GPR3 to β-arrestin2 to PKM2 and to c-Myc pathway as a critical component of metabolic reprogramming in macrophages and activation of this pathway in KCs as a promising approach for treating obesity and NAFLD.

## Results

### DPI stimulates both rapid and sustained increase in glycolysis in macrophages

We have previously shown that DPI stimulates the transcription of many genes in the glycolysis pathway in human primary macrophages (Supplementary Fig. 1a, b)^15^. We confirmed the upregulation of hexokinase (HK), glyceraldehyde-3-phosphate dehydrogenase (GAPDH), lactate dehydrogenase A (LDHA) and enolase at the protein level in both human primary macrophages and an immortalized line of mouse Kupffer cells (ImKCs) in a DPI dose- and treatment time-dependent manner (Supplementary Fig. 1c). To investigate the effect of DPI on cellular metabolism, we measured cellular activities in glycolysis and OxPhos by assaying extracellular acidification rate (ECAR) and oxygen consumption rate (OCR), respectively, in ImKCs in the absence or the presence of 5, 50, and 500 nM DPI. Treatment of cells with DPI resulted in an immediate increase in ECAR and a concomitant decrease in OCR in a dose-dependent manner (Fig. 1a, b). (Because of the minimal effects of DPI at 5 nM, 50 and 500 nM DPI was used in all later experiments.) The DPI-stimulated increase in ECAR was sensitive to glucose, oligomycin, and 2-deoxylglucose (2-DG) and was associated with a significant increase in glycolytic capacity and reserve (Fig. 1c, d). Moreover, with or without extracellular glucose, DPI similarly stimulated ECAR (glycolysis), suggesting that DPI-induced immediate increase in glycolysis is not due to glucose uptake (Supplementary Fig. 1d). The effects of DPI on glycolysis and OxPhos was confirmed by quantifying the levels of the major intermediates in the glycolysis pathway and the tricarboxylic acid (TCA) cycle in ImKCs 6 h after DPI treatment. As shown in Fig. 1e, in a DPI dose-dependent manner, intracellular glucose levels decreased significantly while the levels of intermediates in the glycolysis pathway, including glucose 6-phosphate (G6P), fructose 1,6-bisphosphare (F1,6BP), glyceraldehyde 3-phosphate (G3P), pyruvate, lactate, and acetyl-CoA increased significantly. In contrast, the levels of TCA cycle intermediates, including citrate, α-ketoglutarate (α-KG), succinate, fumarate, and malate, all decreased upon treatment with DPI in a dose-dependent manner. Similar changes in the levels of glucose, glycolysis, and TCA cycle intermediates were also seen 24 h after DPI treatment (Supplementary Fig. 1e). These results show that DPI dynamically regulates cellular metabolism of macrophages at two levels: rapid stimulation of glycolysis with concomitant inhibition of oxygen consumption and TCA cycle, and sustained increase in glycolysis by upregulating transcription and expression of genes in the glycolysis pathway.

**Fig. 1:**
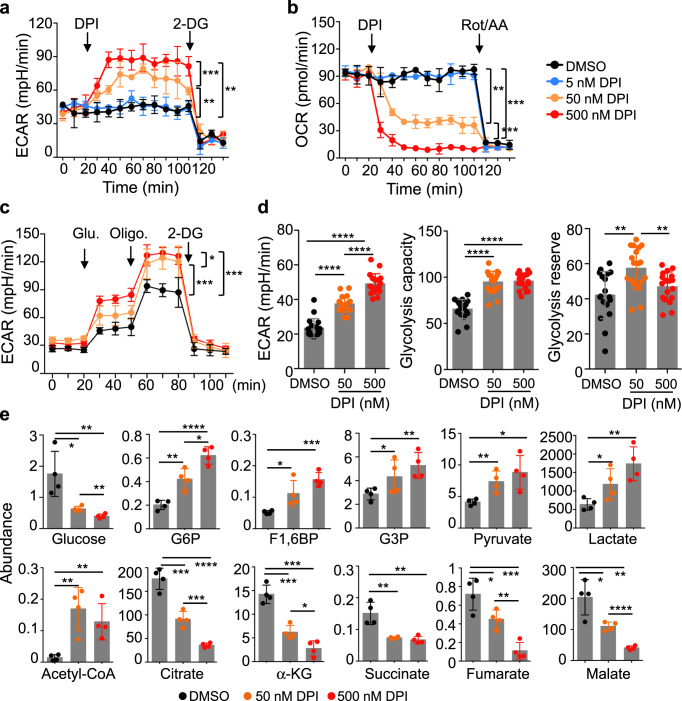
DPI stimulates both rapid and sustained increases in glycolysis in macrophages. **a**, **b**. The short-term effects of DPI on ECAR (**a**) and OCR (**b**) in ImKCs. ECAR and OCR were measured by Seahorse analyzer in ImKCs for 20 min, then for another 120 min following the addition of different concentrations of DPI (5, 50, or 500 nM), and then for another 40 min following the addition of 2-deoxylglucose (2-DG) (**a**) or rotenone plus antimycin A (Rot/AA) (**b**). Shown are representative data as the mean ± sd from three independent experiments. **c**, **d** The long-term effects of DPI on ECAR in ImKCs. ImKCs were seeded and incubated with or without DPI (50 and 500 nM) for 24 h. ECAR values were then measured under the basal conditions with sequential addition of 15 mM glucose, 2 µM oligomycin, and 50 mM 2-DG (**c**). Specific parameters for glycolysis, glycolytic capacity, and glycolytic reserve were calculated and data are presented as the mean ± sd from three independent experiments (*n* = 18 biological replicates) (**d**). **e** Select metabolite levels. ImKCs were treated with DPI for 6 h, and select metabolites in the glycolytic pathway and TCA cycle was quantified by LC–MS. Data are presented as the mean ± sd (*n* = 4 biological replicates). *P* values were calculated by the two-sided student’s *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data are provided as a Source Data file.

### DPI stimulates glycolysis through GPR3 and β-arrestin2

DPI has been reported to be an agonist of GPR3 and an inhibitor of NADPH oxidases (NOX)^25,26^. We first examined whether DPI-stimulated glycolysis in macrophages required a fully functional NADPH oxidase. Bone marrow-derived macrophages (BMDMs) were prepared from *p47phox*^*−/*−^ mice, which are defective in NOX activity since p47Pphox is the obligate organizer of the phagocyte NADPH oxidase (NOX2)^27^. Compared to wildtype (WT) BMDMs, *p47phox*^*−/−*^ BMDMs had a significantly lower basal level of glycolysis, glycolytic capacity, and glycolytic reserve (Fig. 2a and Supplementary Fig. 2a, b). However, treatment with DPI increased the rate of glucose consumption and glucose uptake (Fig. 2b) in a dose-dependent manner and to a similar extent in both wildtype and *p47phox*^*−/−*^ BMDMs. Similarly, DPI stimulated a similar increase in ECAR in ImKCs when NOX activity was pharmacologically inhibited by apocynin, a NOX-specific inhibitor (Fig. 2c). Together, these data suggest that DPI-stimulated glycolysis is independent of NOX activity.

**Fig. 2:**
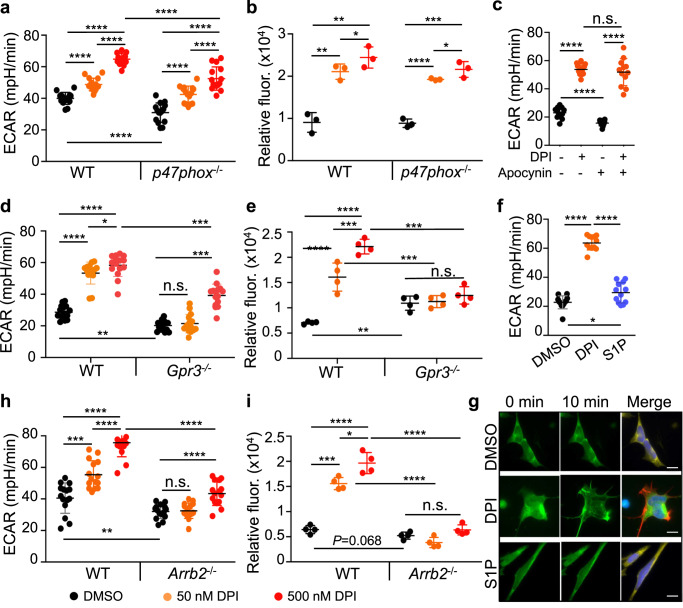
DPI stimulates glycolysis through GPR3 and β-arrestin2. **a** DPI-stimulated glycolysis is independent of NOX activity. Wildtype (WT) and *p47phox*^*−/−*^ BMDMs were treated with DMSO or DPI (50 and 500 nM) for 24 h and ECAR was measured by Seahorse analyzer. Data are presented as the mean ± sd from three independent experiments (*n* = 15 biological replicates). **b** The effect of DPI on glucose uptake in WT and *p47phox*^−/−^ BMDMs. BMDMs were treated with DMSO or DPI for 24 h in the presence of the fluorescent glucose analog 2-NBDG. The mean fluorescence intensity (MFI) of 2-NBDG in cells was measured by flow cytometry and normalized to DMSO controls. Data are presented as the mean ± sd (*n* = 3 independent experiments). **c** ECAR in WT BMDMs without or with DPI in the absence or the presence of the NOX inhibitor apocynin (100 μM) for 24 h. Data are presented as the mean ± sd from three independent experiments (*n* = 12 biological replicates). **d**, **e** DPI-stimulated glycolysis requires GPR3. ECAR (**d**) and glucose uptake (**e**) were measured in WT and *Gpr3*^−/−^ BMDMs without or with DPI treatment as described in (**a**, **b**). *n* = 15 biological replicates in (**d**) from three independent experiments and *n* = 4 independent experiments in (**e**). **f** ECAR in ImKCs treated with DMSO, DPI (500 nM), or S1P (3 mM) for 24 h. Data are presented as the mean ± sd from three independent experiments (*n* = 12 biological replicates). **g** DPI induces β-arrestin2 translocation to cytoplasm membrane. ImKCs were transfected with the *Arrb2-GFP* fusion gene and stimulated with DMSO, DPI (50 nM), or S1P (3 mM). The GFP signal was captured with a TIRF microscope at indicated time points. Shown are representative data from three independent experiments. Scale bar: 5 μm. **h**, **i** DPI-stimulated glycolysis requires β-arrestin2. ECAR (**h**) and glucose uptake (**i**) were measured in WT and *Arrb2*^−/−^ ImKCs treated with DMSO or DPI. *n* = 15 biological replicates in (**h**) from three independent experiments and *n* = 4 independent experiments in (**i**). *P* values were calculated by the two-sided student’s *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data are provided as a Source Data file.

To examine the requirement for GPR3 in DPI-stimulated glycolysis, BMDMs were prepared from *Gpr3*^−/−^ mice. Compared to wildtype (WT) BMDMs, *Gpr3*^−/−^ BMDMs had a significantly lower basal level of glycolysis, glycolytic capacity, and glycolytic reserve (Fig. 2d, e and Supplementary Fig. 2c, d). However, at 50 nM, DPI did not stimulate any increase in ECAR, glycolytic capacity, or glucose uptake in *Gpr3*^−/−^ BMDMs as compared to WT controls. At 500 nM concentration, DPI stimulated a significant increase in glycolysis and glycolytic capacity in *Gpr3*^−/−^ BMDMs, but the magnitude of increase was significantly lower than that seen in WT BMDMs, probably due to stimulation of other proteins by DPI at high concentration. Similarly, DPI at 50 nM did not stimulate any increase in ECAR, glycolytic capacity, and glucose uptake in GPR3-null ImKCs in which *Gpr3* was knocked out by CRISPR-Cas9 mediated gene editing or knocked down by siRNA (Supplementary Fig. 2e–j). Consistently, DPI (50 nM) failed to stimulate any significant increase in glucose consumption and glycolytic intermediates in *Gpr3*^−/−^ ImKCs (Supplementary Fig. 2k). Moreover, sphingosine-1-phosphate (S1P) a reported endogenous ligand of GPR3^28^, also stimulated a significant increase in glycolysis in ImKCs, although the magnitude of increase was much lower than that stimulated by 50 nM DPI (Fig. 2f), suggesting that activation of GPR3 by an endogenous ligand also stimulates glycolysis in macrophages.

β-arrestin2 has been reported to bind to GPR3 and is required for GPR3 signaling^29^. Consistently, a 10-min treatment with DPI, but not with S1P, stimulated the translocation of β-arrestin2 from the cytosol to the plasma membrane in both ImKCs and BMDMs (Fig. 2g and Supplementary Fig. 3a, b). To investigate the requirement for β-arrestin2 in DPI-stimulated glycolysis, we constructed *Arrb2*^−/−^ ImKCs using CRISPR-Cas9 mediated gene editing (Supplementary Fig. 3c). Similar to *Gpr3*^−/−^ BMDMs or *Gpr3*^−/−^ ImKCs, the basal level of glycolysis and glycolytic capacity were significantly decreased in *Arrb2*^−/−^ ImKCs as compared to the parental ImKCs (Fig. 2h, i and Supplementary Fig. 3d, e). Treatment with 50 nM DPI did not stimulate any significant increase in glycolysis, glycolytic capacity, and glucose uptake in *Arrb2*^−/−^ ImKCs.

Together, these results show that DPI-stimulated glycolysis is dependent on GPR3 and β-arrestin2 and that activation of GPR3 by DPI leads to rapid trafficking of β-arrestin2 to the plasma membrane.

### DPI stimulates a rapid increase in glycolytic activity through the formation of GPR3-β-arrestin2 -GAPDH-PKM2 enzymatic super complex

How does DPI stimulate a rapid increase in glycolytic activity? We were intrigued by a previous report showing the interaction between β-arrestin2 and metabolic enzymes, including PK-3 (PKM1 or PKM2) and GAPDH, based on mass spectrometry analysis of anti-β-arrestin2 immunoprecipitates from HEK293 cells^30^. To investigate whether this mechanism might explain our metabolic findings, we treated ImKCs with or without DPI for 6 h and immunoprecipitated β-arrestin2, followed by Western blotting analysis. Consistent with the previous report^30^, ERK1/2, enolase, GAPDH, and PKM2 (the PKM isoform expressed in the immune cells^31^) co-precipitated with β-arrestin2 (Fig. 3a). Notably, significantly higher levels of GAPDH and PKM2, but not PKM1 (the PKM isoform expressed in many cell types), co-precipitated with β-arrestin2 following DPI treatment (Fig. 3a and Supplementary Fig. 4a), suggesting that DPI promotes interactions between β-arrestin2 and GAPDH and PKM2.

**Fig. 3:**
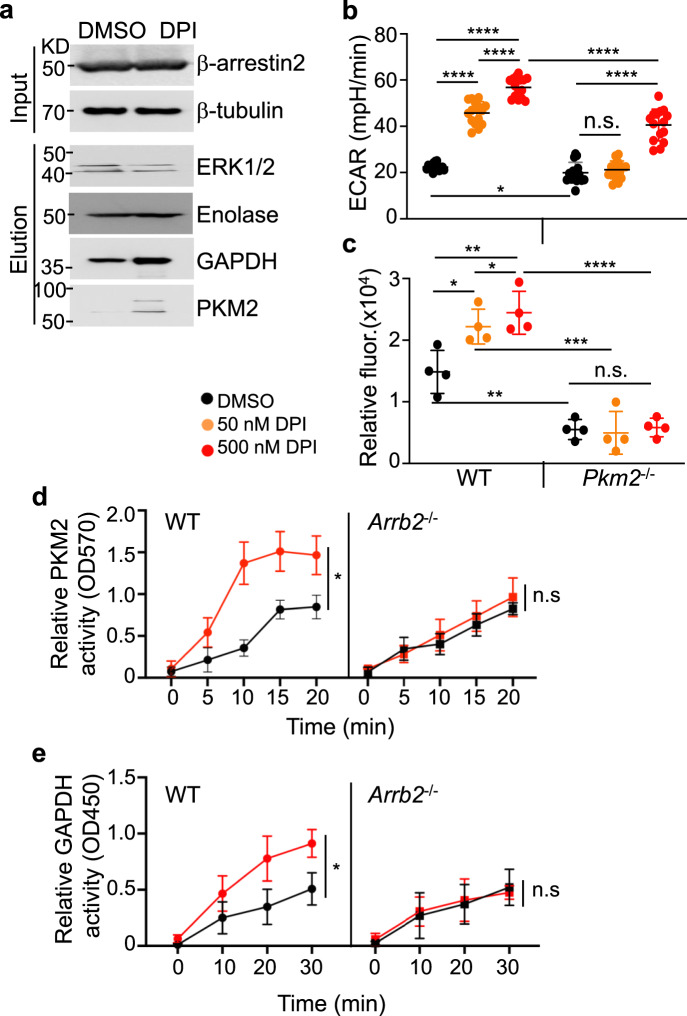
DPI stimulates a rapid increase in glycolytic activity through the formation of GPR3- β-arrestin2-GAPDH-PKM2 enzymatic super complex. **a** Co-IP of β-arrestin2 with ERK1/2, enolase, GAPDH, and PKM2. ImKCs were transfected with β-arrestin2 and then treated with or without 50 nM DPI for 6 h. Cell lysates were immunoprecipitated with anti-β-arrestin2 and the precipitates were analyzed by Western blotting for the indicated proteins. Shown are representative data from one of the three experiments. **b** DPI-stimulated glycolysis requires PKM2. BMDMs were prepared from wildtype and *Pkm2*^−/−^ mice, seeded, and incubated with or without DPI (50 and 500 nM) for 24 h, and ECAR was measured by a Seahorse analyzer. Data are presented as the mean ± sd from three independent experiments (*n* = 15 biological replicates). **c** WT and *Pkm2*^−/−^ BMDMs were seeded and incubated with or without DPI (50 and 500 nM) for 24 h in the presence of 2-NBDG to measure glucose uptake. Data are presented as the mean ± sd (*n* = 4 independent experiments). **d**, **e** DPI stimulates enzymatic activities of PKM2 and GAPDH. Wildtype and *Arrb2*^−/−^ ImKCs were treated with vehicle (black line) or 500 nM DPI (red line) for 6 h and the enzymatic activities of PKM2 (**d**) and GAPDH (**e**) were measured by colorimetric assay kits (Biovision). Data are presented as the mean ± sd from *n* = 3 independent experiments. *P* values were calculated by the two-sided student’s *t*-test. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001. Source data are provided as a Source Data file.

To determine the requirement for PKM2 in DPI-induced glycolysis, we treated BMDMs from wildtype mice and mice with deletion of exon 10 specific for the PKM2 isoform of PKM (*Pkm2*^−/−^)^31,32^ with DPI and measured glycolytic activity. Similar to what was observed in *Gpr3*^−/−^ BMDMs and *Arrb2*^−/−^ ImKCs, treatment of *Pkm2*^−/−^ BMDMs with 50 nM DPI did not stimulate any increase in glycolysis, glycolytic capacity and glucose uptake (Fig. 3b, c and Supplementary Fig. 4b, c). We also measured the enzymatic activity of PKM2 and GAPDH in the parental and *Arrb2*^−/−^ ImKCs in the absence or the presence of 500 nM DPI. DPI stimulated an immediate increase in PKM2 and GAPDH enzymatic activities in an β-arrestin2-dependent manner (Fig. 3d, e); and the effect of DPI on PKM2 and GAPDH enzymatic activities was abolished when phosphorylation of ERK1/2 was inhibited by SCH772984 (Supplementary Fig. 4d, e). Consistently, DPI (50 nM) failed to stimulate any significant increase in glucose consumption and glycolytic intermediates of *Pkm2*^−/−^ BMDMs (Supplementary Fig. 4f). Thus, DPI stimulates the formation of GPR3-β-arrestin2-GAPDH-PKM2 complex and enhanced enzymatic activities of PKM2 and GAPDH, providing a mechanistic explanation for the observed rapid increase in glycolytic activity following DPI treatment.

### DPI stimulates a sustained increase in glycolytic activity through nuclear translocation of PKM2 and transcriptional activation of c-Myc

We next examined the mechanism by which DPI stimulates the transcription of genes in the glycolysis pathway. PKM2 has been reported to form monomer, dimer, and tetramer. While the tetrameric form exhibits enzymatic activity, the dimeric form has been reported to translocate into the nucleus and function as a transcriptional cofactor to activate the expression of c-Myc^33–35^, which can directly activate the transcription of almost all glycolytic genes through binding to the classical E-box sequence^36,37^. To test this mechanism in DPI-stimulated transcription of glycolytic genes, we prepared BMDMs from wildtype and *Pkm2*^−/−^ mice, treated the cells with or without 50 and 500 nM DPI for 24 h, and then quantified the transcript levels of key glycolytic genes by RT-PCR. In a dose-dependent manner, DPI stimulated the transcription of *Pkm2, Ldha*, and *Hk2* in wildtype but not in *Pkm2*^−/−^ BMDMs (Fig. 4a), suggesting PKM2 is required for mediating the DPI-stimulated transcription of glycolytic genes.

**Fig. 4:**
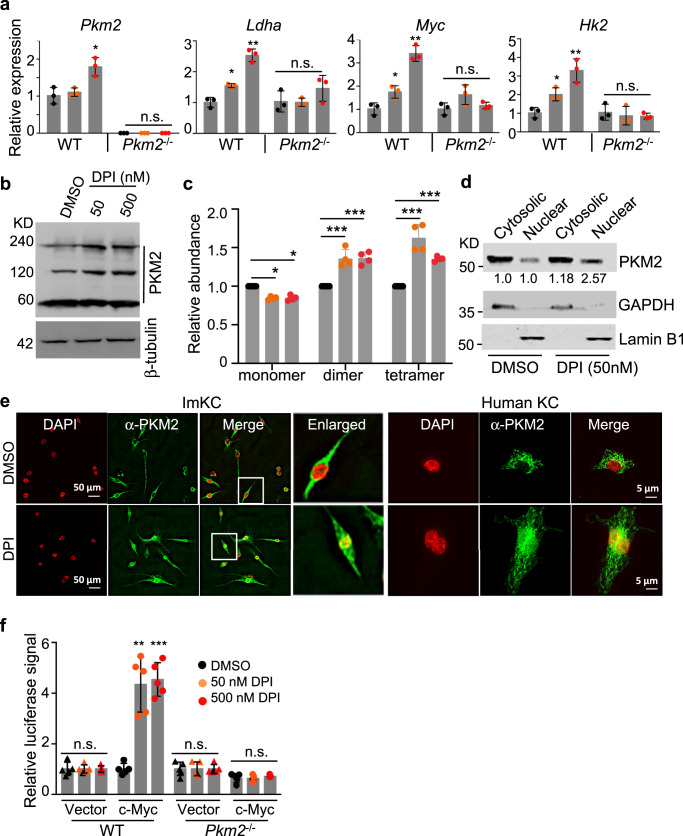
DPI stimulates a sustained increase in glycolytic activity through nuclear translocation of PKM2 and transcriptional activation of c-Myc. **a** DPI-induced transcription of glycolytic genes requires PKM2. WT and *Pkm2*^−/−^ BMDMs were treated with DPI (50 and 500 nM) or vehicle for 24 h. The transcript levels of *Pkm2*, *Ldha*, *Hk2*, and *c-Myc* were measured by real-time qPCR. Data were collected from two independent experiments with three biological replicates per group. Transcriptional level was normalized to *β-actin* first and then to DMSO control. Data are presented as the mean ± sd. **b**, **c** Induction of dimeric PKM2 by DPI. ImKCs were treated with vehicle or DPI (50 and 500 nM) for 1 h. Cell lysates were run on native PAGE gel and analyzed by Western blotting. Shown are representative data (**b**) and summarized data (**c**) quantified by ImageJ from three independent experiments. **d** DPI induces nuclear translocation of PKM2 by Western blotting. ImKCs were treated with vehicle or DPI (50 nM) for 6 h. Proteins from cytosolic and nuclear fractions were isolated and analyzed by anti-PKM2 Western blotting. Shown are representative data, and the numbers are average expression levels of cytosolic and nuclear PKM2 from three independent experiments. **e** DPI induces nuclear translocation of PKM2 by confocal microscopy. ImKCs and human primary KCs (AcceGen) were treated with vehicle or DPI (50 nM) for 24 h, stained with anti-PKM2 (green) and DAPI (red), followed by confocal imaging. Shown are representative images from two independent experiments. The boxed areas are enlarged and scale bars are indicated. **f** DPI stimulates transactivation of c-Myc. c-Myc luciferase reporter plasmid was transfected into WT and *Pkm2*^−/−^ BMDMs. Transfected cells were treated with vehicle or DPI (50 and 500 nM) for 6 h, and luciferase activities were measured. Data are presented as the mean ± sd from two independent experiments (*n* = 5 biological replicates). *P* values were calculated by the two-sided student’s *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data are provided as a Source Data file.

Next, we determined if DPI induces the formation of dimeric PKM2 and nuclear translocation. ImKCs were treated with 50 or 500 nM DPI for 1 h, lysed, and analyzed directly by native PAGE gel electrophoresis, followed by anti-PKM2 Western blotting. DPI treatment induced an increase of both the dimeric and tetrameric PKM2 but a decrease of the monomeric PKM2 (Fig. 4b, c). DPI treatment of ImKCs with longer time periods (6 and 12 h) induced the increase of all forms of PKM2 in a dose-dependent manner (Supplementary Fig. 5a). Induction of dimeric PKM2 by DPI was further confirmed by DSS crosslinking followed by Western blotting, and was abolished by inhibition of ERK1/2 with SCH772984 (Supplementary Fig. 5b, c), consistent with previous reports^34,38^. To further examine PKM2 nuclear translocation following DPI treatment, proteins from cytosolic and nuclear fractions were isolated from ImKCs that were treated with 50 nM DPI or DMSO for 6 h and analyzed by anti-PKM2 Western blotting. DPI treatment induced an increase in the levels of nuclear PKM2 (Fig. 4d). Moreover, both ImKCs and human primary KCs were treated with DPI or vehicle for 24 h and then stained directly with anti-PKM2. In the absence of DPI treatment, anti-PKM2 fluorescent signals were localized exclusively in the cytosol, whereas with DPI treatment, a significant amount of anti-PKM2 fluorescent signals was detected in the nucleus (Fig. 4e), indicating that DPI treatment results in the translocation of PKM2 from the cytosol into the nucleus.

We determined if c-Myc expression is induced by DPI treatment in a PKM2-dependent manner. As shown in Fig. 4a, DPI stimulated the transcription of *c-Myc* in wildtype but not *Pkm2*^−/−^ BMDMs in a dose-dependent manner. To determine whether DPI activates c-Myc transcriptional activity, we performed c-Myc luciferase reporter assays in the wildtype and *Pkm2*^−/−^ BMDMs. Luciferase activity was induced by DPI only in wildtype but not in *Pkm2*^−/−^ BMDMs (Fig. 4f), suggesting that DPI stimulates c-Myc transcription and activates subsequent c-Myc transcriptional activity in a PKM2-dependent manner.

Taken together, these results indicate that DPI stimulates a sustained increase in glycolytic activity through nuclear translocation of PKM2, transcriptional activation of c-Myc, and transcription of glycolytic genes.

### DPI inhibits HFD-induced obesity and liver pathogenesis

To examine the effect of DPI-induced glycolysis in vivo, we measured the fasting glucose response in DPI-treated mice. C57BL/6 (B6) mice were injected intraperitoneally (i.p.) with 2 mg/kg DPI, and 6 h later, the mice were injected i.p. with 1 g/kg glucose. Blood glucose levels were measured before DPI injection, 6 hours after DPI injection, and at different time points after glucose injection. As shown in Supplementary Fig. 6a, mice had the same levels of blood glucose before DPI injection. Six hours after DPI injection, DPI-treated mice had significantly lower levels of blood glucose and maintained significantly lower levels of glucose 15 and 30 min after glucose injection, suggesting that DPI stimulates an increased rate of glucose consumption in vivo.

To investigate the effect of DPI at the organismal level, we examined whether DPI could inhibit HFD-induced obesity and liver pathogenesis. B6 mice at 5 weeks of age were fed with HFD or normal chow (NC) for a total of 8 weeks. Three weeks after the start of HFD, when the mice had already exhibited significant weight gain, the mice were given either vehicle (PEG3000) or DPI (2 mg/kg) in vehicle i.p. every 5 days for a total of 6 doses. In the HFD-fed mice, DPI treatment significantly reduced the weight gain as compared to the vehicle-treated group (Fig. 5a) without affecting the weekly food intake (Fig. 5b). Consistently, DPI-treated mice had significantly lower amount of eWAT after 8 weeks of HFD (Fig. 5c). Notably, DPI-treated HFD mice gained weight at a rate comparable to mice fed with a NC (Fig. 5a), suggesting that DPI appears to inhibit the weight gain due to extra fat uptake from HFD without impairing normal growth. Glucose tolerance tests showed that the DPI-treated HFD mice displayed a significant increase in glucose tolerance compared to the vehicle-treated HFD mice (Fig. 5d), consistent with significantly reduced levels of blood insulin (Supplementary Fig. 6b). DPI treatment dramatically reduced the levels of lipid deposition and triacylglycerol (TAG) in the liver, the levels of serum ALT and AST, and the size of adipocytes in eWAT as compared to vehicle-treated HFD mice (Fig. 4e, f and Supplementary Fig. 6c, d).

**Fig. 5:**
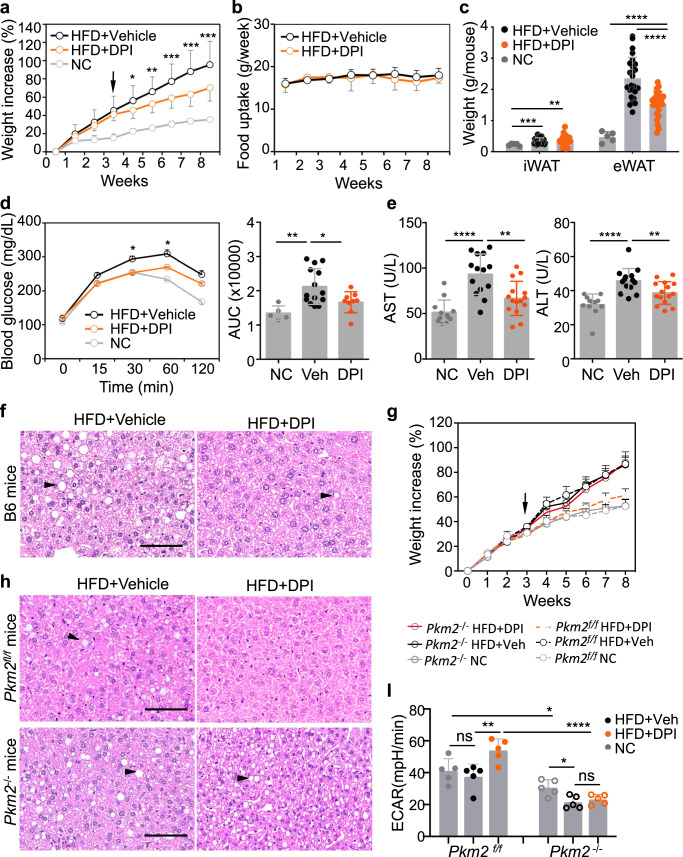
DPI inhibits HFD-induced obesity and liver pathogenesis through PKM2 expression in Kupffer cells. **a**–**f** DPI prevents weight gain in mice fed with HFD. Male B6 mice at 5 weeks of age were fed with HFD or normal chow (NC) for a total of 8 weeks (week 8). Three weeks after HFD (arrow), the mice were given either vehicle (Veh) or DPI (2 mg/kg) every 5 days for a total of 6 doses. The body weight (**a**) and food consumption (**b**) were monitored weekly. Data are presented as the mean ± sd from three independent experiments (*n* = 5–10 mice per group per experiment). **c** The weights of eWAT and iWAT at week 8. **d** Fasting glucose tolerance assay. At week 7 plus 3 days, mice were starved overnight (12–16 h) with water ad libitum. Glucose (1 g/kg) was injected i.p. and blood glucose levels were monitored at the indicated time. AUC (right panel) was calculated for statistics. **e** Serum AST and ALT activities in mice at week 8. **f** Comparison of H&E staining of liver sections at week 8. Shown are representative H&E staining from one mouse per group from (**a**). **g**–**i** Effect of DPI on KC-specific *Pkm2*^−/−^ mice fed with HFD. Experimental procedures with male KC-specific *Pkm2*^−/−^ mice and control *Pkm2*^*f/f*^ mice were described in (**a**). Body weights were monitored weekly (**g**). Data are presented as the mean ± sd from two independent experiments with *n* = 5 mice per group per experiment. *P* values were calculated by the two-sided student’s *t*-test and shown in Supplementary Fig. 9a. Mice fed with NC are used as controls. Statistical *P*-values between groups were shown in Supplementary Fig. 9a. Comparison of H&E staining of liver sections at week 8 (**h**). Shown are representative H&E staining from one mouse per group. Black arrows in **f** and **h** point to lipid droplets. Scale bar: 100 μm. F4/80^+^ Liver macrophages were purified from mice in **g** at week 8 using anti-F4/80 microbeads. ECAR was measured directly by Seahorse analyzer (**i**). Data are presented as the mean ± sd (*n* = 5). Each dot represents one mouse in (**c**–**e**) and (**i**). *P* values were calculated by the two-sided student’s *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns not significant. Source data are provided as a Source Data file.

We also examined the effect of DPI on hepatic steatosis by feeding B6 mice with HFD for 16 weeks. Beginning nine weeks after HFD initiation, when the mice had become obese, DPI (2 mg/kg) was given once every 5 days for a total of 10 doses. As expected, DPI also significantly reduced the weight gain without affecting the weekly food intake (Supplementary Fig. 6e, f). The weight of eWAT was significantly lower in the DPI-treated group than in the vehicle-treated group (Supplementary Fig. 6g). Similarly, the DPI-treated HFD mice displayed an increased glucose tolerance and had reduced lipid droplet, steatosis, and collagen deposition in the liver (Supplementary Fig. 6h, i). Together, these results show that DPI inhibits HFD-induced obesity, lipid deposition, and hepatic steatosis in mice.

### DPI inhibits HFD-induced pathologies through PKM2 expression in Kupffer cells

In humans and mice, pyruvate kinases are encoded by two genes (*PKLR* and *PKM*), producing four isoforms: *PKR*, *PKL*, *PKM1* and *PKM2*. *PKR* is expressed exclusively in erythrocytes^31^ and *PKL* is expressed predominantly in hepatocytes, while *PKM1* is expressed in many non-lymphoid tissues, and *PKM2* is predominantly expressed in lymphoid tissues. To investigate the cell types in the liver that mediate the effect of DPI treatment, we analyzed the expression of *PKL*, *PKM1*, and *PKM2* in different cell types in the livers using published single-cell RNAseq data^13,39^. In both humans and mice, *PKM2* was highly expressed in KCs and intermediately expressed in other immune cells but minimal in APOC3^+^ hepatocytes, whereas *PKM1* was detected at much lower levels in human primary macrophages and mouse KCs (Supplementary Fig. 7a, b). DPI treatment of ImKCs upregulated the expression of *PKM2* but not *PKM1* (Supplementary Fig. 7c). As expected, *PKL* was exclusively expressed in APOC3^+^ hepatocytes. Consistently, DPI at 50 nM did not increase ECAR in mouse primary hepatocytes and adipocyte-like cells differentiated from 3T3-L1 cells, while 500 nM DPI had some effect (Supplementary Fig. 8a, b), similar to the results obtained with *Gpr3*^−/−^, *Arrb2*^−/−^ and *Pkm2*^−/−^ macrophages.

To directly test whether PKM2 expression in KCs mediates the effect of DPI, we constructed KC-specific PKM2 knockout (*Pkm2*^−/−^) mice by crossing Clec4f-Cre mice with exon 10 floxed *Pkm2*^*f/f*^ mice. KC-specific *Pkm2*^−/−^ mice, as well as control *Pkm2*^*f/f*^ mice, were fed with HFD or NC for 8 weeks starting at 5 weeks of age. Three weeks after HFD, the mice were given vehicle or DPI (2 mg/kg) i.p. every 5 days for a total of 6 doses. Both *Pkm2*^−/−^ and *Pkm2*^*f/f*^ mice gained significantly more weight on HFD than on NC, and the gain was inhibited by DPI treatment in *Pkm2*^*f/f*^ mice but not *Pkm2*^−/−^ mice (Fig. 5g and Supplementary Fig. 9a), although the mice had similar food intake (Supplementary Fig. 9b). Consistently, DPI treatment of HFD-fed *Pkm2*^−/−^ mice failed to increase glucose tolerance and reduce the levels of eWAT, lipid deposition and TAG in the liver, serum ALT and AST, and blood insulin as compared to HFD-fed *Pkm2*^*f/f*^ mice (Fig. 5h and Supplementary Fig. 9c–g). These results show that DPI inhibition of HFD-induced obesity and liver pathogenesis requires PKM2 expression in KCs.

We also directly examined the effect of DPI on glycolysis of freshly isolated KCs from the livers of B6 mice, *Pkm2*^*f/f*^ mice, and KC-specific *Pkm2*^−/−^ mice. DPI at 50 nM and 500 nM stimulated a significant increase in ECAR, glycolytic capacity, and glycolytic reserve in B6 KCs in a dose-dependent manner (Supplementary Fig. 10a, b) to a similar magnitude as observed in both BMDMs and ImKCs (Supplementary Fig. 2). Similarly, DPI at 50 nM and 500 nM stimulated a significant increase in ECAR, glycolytic capacity and glycolytic reserve in *Pkm2*^*f/f*^ KCs in a dose-dependent manner (Supplementary Fig 10c, d). However, DPI at 50 nM failed to stimulate any significant increase in ECAR, glycolytic capacity, and glycolytic reserve in *Pkm2*^−/−^ KCs, similar to *Gpr3*^−/−^ or *Arrb2*^−/−^ ImKCs and *Gpr3*^−/−^ BMDMs (Supplementary Fig 10c, d, Fig. 2 and Supplementary Figs. 2 and 3). Furthermore, we purified KCs from vehicle- or DPI-treated HFD-fed *Pkm2*^*f/f*^ and KC-specific *Pkm2*^−/−^ mice and directly measured their basal level of ECAR. ECAR was significantly higher in KCs from *Pkm2*^*f/f*^ mice that were treated with DPI than in vehicle (Fig. 5i). In contrast, ECAR was significantly lower in KCs from *Pkm2*^−/−^ mice, and DPI treatment did not increase ECAR. These results show that DPI likely stimulates glycolysis in KCs in mice through the same mechanisms as in BMDMs and ImKCs.

### DPI stimulates the expression of glycolytic genes but suppresses the expression of inflammatory genes in KCs from HFD-fed mice

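Kupffer cells (KCs) are the resident macrophages of the liver, and DPI (diphenyleneiodonium) is the compound tested throughout as an agonist of GPR3. The RNA-seq libraries were made from sorted F4/80+CD11b+Gr1low liver macrophages. As the paper describes the treatment, mice were placed on the diets at 5 weeks of age for 8 weeks, and DPI at 2 mg/kg or vehicle was injected every 5 days from week 3, 6 doses in all. The treatment protocol in the sample labels instead gives 500 nM DPI for 24 h, while the sample titles name KCs from HFD mice treated with DPI or vehicle. The groups come from the titles and the paper, and the dosing from the paper. The deposited table holds 2 libraries from NC-fed mice, 3 from vehicle-treated HFD-fed mice and 4 from DPI-treated HFD-fed mice. The legend of Fig. 6a gives a larger number of mice per group than there are libraries. The authors aligned the reads to the mouse genome mm10 and counted them per gene with bowtie2 and RSEM, and they deposited raw counts for 23413 genes without normalization. Total counts were 4666522 and 4801564 in the NC libraries, 4565492 to 5518176 (median 4918629) in the vehicle libraries and 3534325 to 15585775 (median 7298250.5) in the DPI libraries. Between 27% and 44.5% of the counts of a library fell on a single gene, the ribosomal RNA precursor Rn45s. At these depths 3 counts, taken as the smallest number told apart from none, correspond to between 0.192 and 0.849 CPM, the count scaled to a fixed library total, which covers counting error only. After removal of genes with low counts by edgeR's filterByExpr, 11393 genes were tested. Counts were normalized by edgeR's TMM method, and all 9 libraries entered a single fit of 3 groups, whose biological coefficient of variation was 0.65. The rank correlation between the NC libraries was 0.713, against 0.851 to 0.865 between vehicle libraries and 0.82 to 0.866 between DPI libraries. Gene positions are given on GRCm38, the assembly of mm10, from GENCODE release M21.

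Among the sorting markers, Emr1, the gene of F4/80 (now Adgre1, chromosome 17 from 57358691 to 57483527), had 127 ± 17.2 CPM (SD, n = 2) in NC, 61.3 ± 6.14 CPM (SD, n = 3) with vehicle and 88.3 ± 37.2 CPM (SD, n = 4) with DPI. The KC gene Clec4f had 0 and 244 counts in the NC libraries, 42, 0 and 0 in the vehicle libraries and 219, 6, 4 and 6 in the DPI libraries, so its spread within groups was larger than any difference between them. Gpr3 (chromosome 4 from 133209340 to 133212536) was near the smallest count that can be shown, with 19 and 0 counts in NC, 18, 0 and 0 with vehicle and 0, 0, 5 and 11 with DPI, and no difference was detectable at this depth. Arrb2, which encodes β-arrestin2, had 48 ± 28.5 CPM in NC, 49.5 ± 4.63 CPM with vehicle and 46.2 ± 13.4 CPM with DPI (SD), with log2 fold changes of 0.05 (standard error 0.43) for HFD against NC, negative with scaling by library size alone, and -0.10 (standard error 0.36) for DPI against vehicle. Arrb1 was lower in HFD than in NC, with a log2 fold change of -1.77 (standard error 0.57, adjusted p = 0.258 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and changed by 0.13 (standard error 0.49) with DPI. For Itgam, the gene of CD11b, the log2 fold change was -0.66 (standard error 0.36) for HFD against NC and -0.08 (standard error 0.31) for DPI against vehicle, a sign that library size scaling changed. The signs for Arrb1, Arrb2 and Itgam with DPI also changed when single libraries were left out.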

To further investigate the effects of DPI on KCs, we purified KCs from vehicle- or DPI-treated HFD-fed mice and age-matched mice fed with an NC and performed RNA-seq. 

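In KCs from vehicle-treated HFD-fed mice, 801 genes were higher and 528 lower than in KCs from NC-fed mice at the threshold of the paper's methods, an unadjusted p under 0.05 from edgeR with a log2 fold change of at least 1 in size, and 7 genes, all of them higher, had an adjusted p under 0.05. With no difference between the groups, an unadjusted p under 0.05 is expected for 570 of the 11393 genes, and it was found for 1479. Scaling by library size alone, in place of TMM, moved the median log2 fold change of all genes from 0.03 to -0.26 and gave 539 genes higher and 933 lower, so directions of single genes are relative to that shift. The number of adjusted calls moved most with DESeq2, to 312, and it was 1 or 2 when a single vehicle library was left out. Of the 7 calls, 5 were at 0 counts in both NC libraries. Fewer genes were detected in those libraries, 11105 and 11879, than in the vehicle libraries, 12053 to 12709. Of the adjusted calls, Fdps, which encodes farnesyl diphosphate synthase (chromosome 3 from 89093588 to 89101959), had 0 counts in both NC libraries and 26.2 ± 3.22 CPM (SD, n = 3) in HFD, at least 47.3-fold higher (adjusted p = 0.00646 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lpl, which encodes lipoprotein lipase (chromosome 8 from 68880491 to 68907448), rose from 22 ± 0.522 CPM (SD, n = 2) to 149 ± 72.2 CPM (SD, n = 3), a log2 fold change of 2.76 (standard error 0.42, adjusted p = 0.0452 from the same edgeR test). Scmh1, Pdlim4 and Tmem115, each at or under 3 counts in both NC libraries, were at least 28.9-, 25.6- and 28.2-fold higher. The genes with the smallest p among those that were lower all failed the adjustment. Saa2 was at 0 counts in the vehicle libraries and at least 22.2-fold lower (adjusted p = 0.0816 from the same edgeR test), Fam160b1 had a log2 fold change of -4.51 (standard error 0.81) and Rfwd2, now named Cop1, of -3.17 (standard error 0.58).

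Gene set enrichment analysis (GSEA) ranked all tested genes by log2 fold change and compared lists of genes with 10000 random lists. The hallmark sets were not used here, and lists of genes written by hand stood in for them. Of 14 such tests in the 2 comparisons, the inflammatory response list of 108 genes gave a normalized enrichment score of 1.67 for HFD against NC (permutation p = 0.00047, 0.00233 after Benjamini-Hochberg adjustment over the 14). The list of TNFA signaling via NFkB, with 99 genes, scored 1.53 (permutation p = 0.00606, adjusted 0.017), and that of the interferon gamma response, with 70 genes, scored 1.5 (permutation p = 0.0138, adjusted 0.0322). Random lists of genes do not carry the correlation between genes or the spread between mice. limma's camera, which allows for that correlation, gave p = 0.0495 for the inflammatory response, 0.296 for TNFA signaling and 0.233 for the interferon gamma response. The alternative that moved the inflammatory response score most was the filter of at least 10 counts in every sample, with a score of 2.39 (permutation p = 0.00020). With the Reactome set closest in name, on cytokine signaling in the immune system, the score was 1.17 and no longer passed 0.05 (permutation p = 0.161). The mean log2 CPM of the inflammatory response genes was 4.12 ± 0.28 (SD, n = 2) in NC and 5.07 ± 0.12 (SD, n = 3) in HFD. Each HFD library lay above each NC library (two-sided exact permutation test, p = 0.10, the smallest p that 3 libraries against 2 allow). Exact tests of list means were added after the counts had been seen. The genes of these lists with the smallest p were Rgs1, with a log2 fold change of 2.36 (standard error 0.60), Il2rb (chromosome 15 from 78479256 to 78495271), with 3.35 (standard error 0.81) and also on a list of T and NK cell markers that scored 0.837 without NC library 1, and Ccl22, at least 50.8-fold higher, for the inflammatory response. For TNFA signaling they were Traf1, with 3.76 (standard error 0.91), Ninj1, with 1.55 (standard error 0.47), and Il1a, which was at least 8.12-fold lower. For the interferon gamma response, B2m rose by 1.08 (standard error 0.25), Lgals3bp by 2.18 (standard error 0.52) and Gbp5 at least 34.2-fold. None of these 9 genes had an adjusted p under 0.05.

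**Figure D1:**
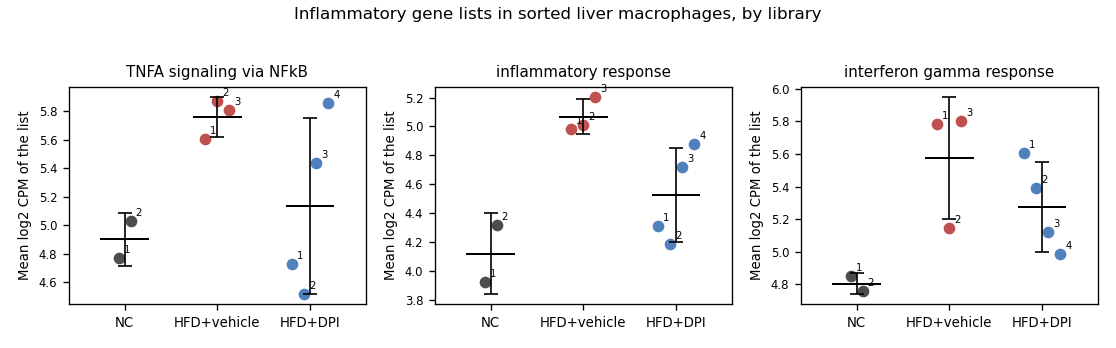
Mean log2 CPM of the genes of the TNFA signaling, inflammatory response and interferon gamma response lists in each library, with the replicate number beside each point and the mean and SD of each group as a bar. For the inflammatory response, both NC libraries sit below the 3 vehicle libraries.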

GSEA and functional enrichment analysis showed the upregulation of genes associated with immune and inflammatory responses in KCs from mice fed with HFD compared to those fed an NC (Fig. 6a–c and Supplementary Data 1 and 2), consistent with previous reports^10,13^. 

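In KCs from HFD-fed mice, the genes of the same inflammatory lists ranked lower in the comparison of DPI with vehicle. The normalized enrichment score for DPI against vehicle was -2.08 for the inflammatory response and -2.13 for TNFA signaling via NFkB (permutation p = 0.00050 for each, the smallest these permutations could give, and 0.00233 after Benjamini-Hochberg adjustment over the 14 tests). For the interferon gamma response it was -1.83 (permutation p = 0.00125, adjusted 0.00439). With camera in place of the gene permutations, p was 0.0126 for the inflammatory response, 0.103 for TNFA signaling and 0.281 for the interferon gamma response. With the Reactome sets closest in name, the score was -1.19 for the inflammatory response (permutation p = 0.0788) and 0.491 for TNF signaling, on a set of 9 genes. Of the 35 ways to part the 7 HFD libraries into 4 and 3, the real one included, 3 gave an inflammatory response score as far from 0 as the real groups, 10 a TNFA signaling score and 5 an interferon gamma response score. Between libraries, the mean log2 CPM of the inflammatory response list was -0.54 in DPI relative to vehicle (two-sided exact permutation test over 35 splits, p = 0.0571, adjusted 0.35 over 14 such comparisons). For TNFA signaling the difference was -0.63 (exact permutation p = 0.229) and for the interferon gamma response -0.30 (exact permutation p = 0.257).

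No single inflammatory gene passed the adjustment across all genes, where the smallest adjusted p for DPI against vehicle was 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The genes with the smallest unadjusted p in the TNFA signaling list were Egr1 (chromosome 18 from 34859823 to 34864984), with 262 ± 102 CPM (SD, n = 3) with vehicle and 106 ± 35.9 CPM (SD, n = 4) with DPI, a log2 fold change of -1.30 (standard error 0.33), Tnfrsf9, at least 10.2-fold lower but with 1, 33 and 39 counts in the vehicle libraries, and Bcl6, with -1.39 (standard error 0.43). In the inflammatory response list, Cx3cl1 was at or under 3 counts in every DPI library, at least 17-fold lower, and Ptafr had a log2 fold change of -1.55 (standard error 0.48). In the interferon gamma response list, Cxcl9 changed by -1.33 (standard error 0.51), Cd274 by -1.10 (standard error 0.48) and Cd40 by -0.91 (standard error 0.40). Tnf (chromosome 17 from 35199381 to 35202007) had 44.3 ± 13.8 CPM (SD, n = 3) with vehicle and 31.9 ± 14.1 CPM (SD, n = 4) with DPI, a log2 fold change of -0.46 (standard error 0.55) after 0.72 (standard error 0.67) for HFD against NC. Il1b changed by -0.58 (standard error 0.63) with DPI and by 0.95 (standard error 0.78) with HFD. Il6 went the other way, by 0.89 (standard error 1.14) with DPI and -1.19 (standard error 1.31) with HFD, on 3 to 89 counts per library, and its direction with DPI changed when a single DPI library was left out. None of these 3 cytokine genes changed by more than the error of the estimate allows to tell from 0. Ccl9, Pf4 (the gene of CXCL4) and Ncf1 changed by 0.06 (standard error 0.25), 0.89 (standard error 1.04) and -0.06 (standard error 0.31) with DPI, after -0.05, -1.07 and 0.05 with HFD. The signs for Ncf1 changed with scaling by library size alone, and those for Ccl9 when single libraries were left out.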

The expression of genes involved in inflammation was significantly suppressed in KCs from HFD mice following DPI treatment. In contrast, DPI treatment upregulated the expression of many other genes that were downregulated in KCs from HFD mice (Fig. 6a). 

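For DPI against vehicle, 171 genes were higher and 153 lower at the paper's threshold, and 8 of the 35 splits of the 7 HFD libraries into 4 and 3, the real one included, gave as many such genes. With scaling by library size alone, 196 were higher and 101 lower, and the median log2 fold change of all genes moved from 0.04 to 0.12. Which direction held more genes depended on the setting, and among other alternatives more genes were lower than higher, with 65 higher and 137 lower for genes with at least 10 counts in every sample, 155 and 239 in a fit of 2 groups only, 281 and 321 without a filter on low counts, and 141 and 167 with all libraries thinned to the smallest depth, which was chosen after the data had been seen. No gene had an adjusted p under 0.05, and 470 genes had an unadjusted p under 0.05, fewer than the 570 that 11393 tests give by chance. Of the 528 genes lower in HFD than in NC at the paper's threshold, 478 (90.5%) had a positive log2 fold change with DPI, and of the 801 genes higher in HFD, 586 (73.2%) had a negative one. Of all tested genes, 53.1% had a positive log2 fold change with DPI, and across genes, which are not independent replicates, the rank correlation of the log2 fold changes in the 2 comparisons was -0.393. The same 3 vehicle libraries are the HFD group of one comparison and the reference of the other, so noise in them moves both in opposite directions. When different vehicle libraries were used for the comparisons, in 6 ways, a median of 60.2% (57% to 62.9%) of the genes lower in HFD were higher with DPI, and a median of 56.7% (47.8% to 58.1%) of those higher in HFD were lower. In 30 simulated tables in which DPI had no effect, these shares were 74.1% to 79.3% and 62.1% to 67%. Marker lists of hepatocytes and sinusoidal endothelial cells reversed as well. Their normalized enrichment scores were -2.34 and -2.22 for HFD against NC and 1.53 and 2.11 for DPI against vehicle. Of the 35 splits, 18 and 21 gave scores for DPI as far from 0. RNA of other liver cells among the sorted macrophages may thus make up part of the reversed genes, which was not measured.

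The genes with the smallest p that were higher with DPI all failed the adjustment. Prkag1, which encodes a subunit of AMP-activated protein kinase (chromosome 15 from 98812797 to 98831521), had 24.4 ± 4 CPM (SD, n = 3) with vehicle and 65.3 ± 12.4 CPM (SD, n = 4) with DPI, a log2 fold change of 1.42 (standard error 0.31, unadjusted p = 0.00043 from edgeR's quasi-likelihood test). Prg2 had 0, 10 and 0 counts with vehicle and 1296, 265, 2 and 468 with DPI, and Fam160b1 had a log2 fold change of 3.10 (standard error 0.73). For each of these 3 genes, 1 DPI library lay below the others by more than Dixon's test allows. Of the genes lower with DPI, Hmox1 had a log2 fold change of -1.27 (standard error 0.31), next to Cx3cl1 and Egr1.

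**Figure D2:**
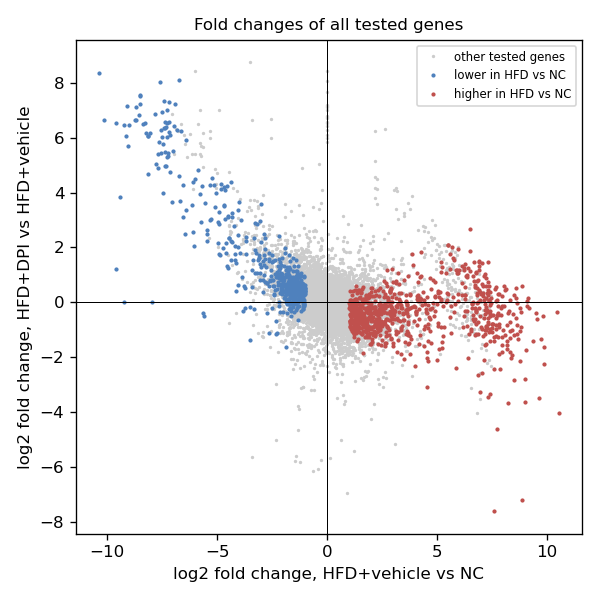
Log2 fold change of each tested gene for HFD against NC (x axis) and for DPI against vehicle (y axis), with the genes lower or higher in HFD at the paper's threshold in color. Most of the 528 genes lower in HFD lie above 0 on the y axis and most of the 801 genes higher in HFD lie below it, and the vehicle libraries enter both axes.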

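The glycolysis list holds 23 genes of the table, of which 18 had enough counts to be tested. For HFD against NC, 12 of the 18 were higher and 6 lower, with a median log2 fold change of 0.12, and the list had a normalized enrichment score of 0.865 (permutation p = 0.659). For DPI against vehicle, 14 were higher and 4 lower, with a median log2 fold change of 0.18 and a score of -0.835 (permutation p = 0.689), whose sign was positive when genes were ranked by the signed root of the edgeR F statistic (0.997). Ldhb was the only gene of the list with an unadjusted p under 0.05 in either comparison, with a log2 fold change of 1.88 for HFD against NC (standard error 0.74, adjusted p = 0.329 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pkm (chromosome 9 from 59656368 to 59679375), whose counts do not part the PKM1 and PKM2 isoforms, had 667 ± 162 CPM (SD, n = 2) in NC, 628 ± 205 CPM (SD, n = 3) with vehicle and 807 ± 116 CPM (SD, n = 4) with DPI. Its log2 fold change was -0.09 (standard error 0.31) for HFD against NC and 0.36 (standard error 0.26) for DPI against vehicle. For DPI against vehicle, the log2 fold change was 0.02 (standard error 0.28) for Gapdh, 0.16 (standard error 0.33) for Ldha, 0.44 (standard error 0.37) for Eno1, 0.54 (standard error 0.57) for Hk1 and -0.69 (standard error 0.54) for Hk2, and for HFD against NC it was 0.48, 0.34, 0.12, 0.32 and 0.11. Scaling by library size alone changed the sign for Eno1 and Hk2 with HFD, and leaving out single libraries changed it for Pkm, Hk1 and Hk2 with HFD and for Gapdh and Ldha with DPI. In 1 of the 4 DPI libraries Hk1 stood apart from the others, at 556 counts. Among these 6 genes the smallest unadjusted p was that of Pkm with DPI, at 0.186. Gapdh and Eno1 have copies in the genome, between which the counting could have split reads. Myc was higher in HFD, by 1.52 (standard error 0.67, adjusted p = 0.364 from the same edgeR test), and changed by -0.15 (standard error 0.52) with DPI. G6pdx changed by -0.72 (standard error 0.37) with HFD and 0.07 (standard error 0.31) with DPI. With DPI, the signs for Myc and G6pdx changed when single libraries were left out. Pklr had 0 counts in every library. Of the 35 splits of the HFD libraries, the real one included, 25 gave a glycolysis score as far from 0 as the real groups, 21 an oxidative phosphorylation score and 2 a fatty acid metabolism score.

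The oxidative phosphorylation list, with 79 tested genes, scored 0.431 for HFD against NC (permutation p = 1) and 1.02 for DPI against vehicle (permutation p = 0.437). Scaling by library size alone turned the first of these scores to -0.907. For HFD against NC, its genes with the smallest p were Ndufb3, with a log2 fold change of -1.01 (standard error 0.42), Ndufa11, with 1.07 (standard error 0.45), and Uqcrc1, with -0.75 (standard error 0.32). For DPI against vehicle, Atp5f1 changed by 0.53 (standard error 0.29) and Atp5c1 by 0.42 (standard error 0.25), and Atp5s, at 0, 0 and 3 counts in the vehicle libraries and 94, 6, 15 and 0 in the DPI libraries, was at least 4.06-fold higher. The fatty acid metabolism list, with 55 tested genes, scored 0.719 for HFD against NC (permutation p = 0.899), a sign that library size scaling also changed (-0.894), and 1.41 for DPI against vehicle (permutation p = 0.0615, 0.0957 after adjustment over the 14 tests). Its mean log2 CPM was 3.91 ± 0.14 (SD, n = 3) with vehicle and 4.19 ± 0.11 (SD, n = 4) with DPI (two-sided exact permutation test, p = 0.0857). For HFD against NC, Ech1 changed by -1.26 (standard error 0.39), Acadsb by -2.64 (standard error 0.93) and Acox3 by 1.76 (standard error 0.60). With DPI, Acat1 changed by 1.06 (standard error 0.44) and Fasn by -1.54 (standard error 0.53), and Gcdh, at 0 counts in the vehicle libraries and 123, 1, 5 and 104 in the DPI libraries, was at least 7.46-fold higher. None of these genes had an adjusted p under 0.05. From gene expression in the 3 groups (Fig. 6a–c), the paper states that DPI raises the expression of glycolytic genes and lowers that of inflammatory genes in KCs of HFD-fed mice.

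**Figure D3:**
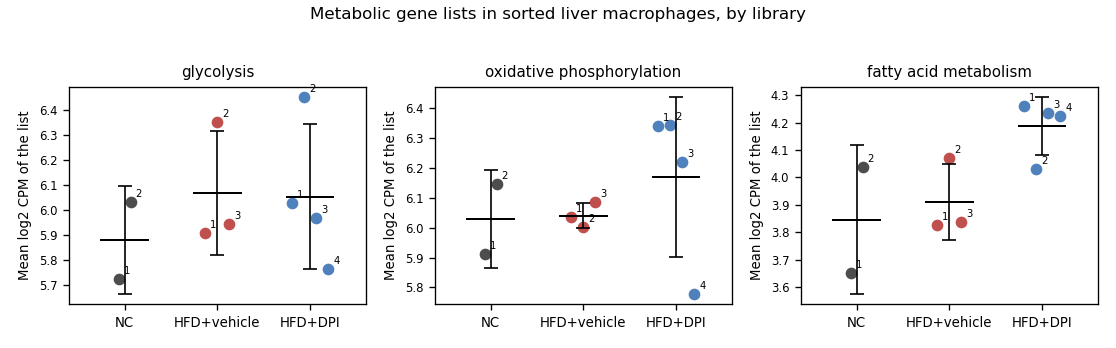
Mean log2 CPM of the genes of the glycolysis, oxidative phosphorylation and fatty acid metabolism lists in each library, with the replicate number beside each point and the mean and SD of each group as a bar. The libraries of the 3 groups overlap for glycolysis, oxidative phosphorylation and fatty acid metabolism. For fatty acid metabolism, DPI library 2 lies below vehicle library 2 and NC library 2.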

For example, the expression of genes involved in glycolysis, oxidative phosphorylation, and fatty acid metabolism was downregulated in KCs from HFD-fed mice, whereas their expression was upregulated in KCs from HFD-fed mice following DPI treatment (Fig. 6a–c). 

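The online MacSpectrum program that computes the macrophage polarization index was not used here. In its place, the mean log2 CPM of 22 M2 marker genes was subtracted from that of 22 M1 marker genes in each library, so that higher values stand for a more M1-like profile. This score is on another scale than the index and has no fixed 0 between M1 and M2. It was 1.25 ± 0.37 (SD, n = 2) in NC, 1.27 ± 0.27 (SD, n = 3) in vehicle-treated HFD mice and 1.09 ± 0.12 (SD, n = 4) in DPI-treated HFD mice. The difference between HFD and NC was 0.02 (two-sided exact permutation test, p = 0.90, where 3 libraries against 2 cannot give less than 0.1), well within the spread between mice, and its sign was not stable, at -0.08 without the filter on low counts. The difference between DPI and vehicle was -0.18 (exact permutation p = 0.314, where 4 libraries against 3 can reach 0.0286). With each gene scaled to its own SD before averaging, the difference between HFD and NC was 0.40 SD units (exact permutation p = 0.1, the smallest possible). On that scale the difference between DPI and vehicle was -0.40 SD units, with an exact permutation p at the smallest value that 4 libraries against 3 can reach. Markers of both kinds differed between the diets. Of the M1 markers, Ccl5 had a log2 fold change of 1.48 (standard error 0.59) and Cxcl9 of 2.05 (standard error 0.66) for HFD against NC, while Il1a was lower. Of the M2 markers, Il1rn had 2.31 (standard error 0.66) and Ccl22 was also higher, while Retnla was at least 38.1-fold lower on average but had 0 and 266 counts in the NC libraries and 0, 0 and 3 in the vehicle libraries, so that the difference comes from a single NC library. With DPI, Il1rn changed by -1.52 (standard error 0.50), the M2 markers Ccl24 and Cd209a by -1.20 (standard error 0.48) and 0.99 (standard error 0.41), and the M1 marker Fpr2 by -0.93 (standard error 0.37). Of the other M1 markers, Cxcl9 was lower with DPI, and Il1a, at 0 counts in the vehicle libraries and at 9, 0, 20 and 7 in the DPI libraries, was at least 1.91-fold higher. None of these genes had an adjusted p under 0.05.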

Macrophage polarization index (MPI)^40^ analysis showed that KCs were polarized to an M1-like state in HFD-fed mice but to an M2-like state in mice fed with a normal chow, while KCs were reprogrammed to an intermediated phenotype in DPI-treated HFD mice (Fig. 6d).

**Fig. 6:**
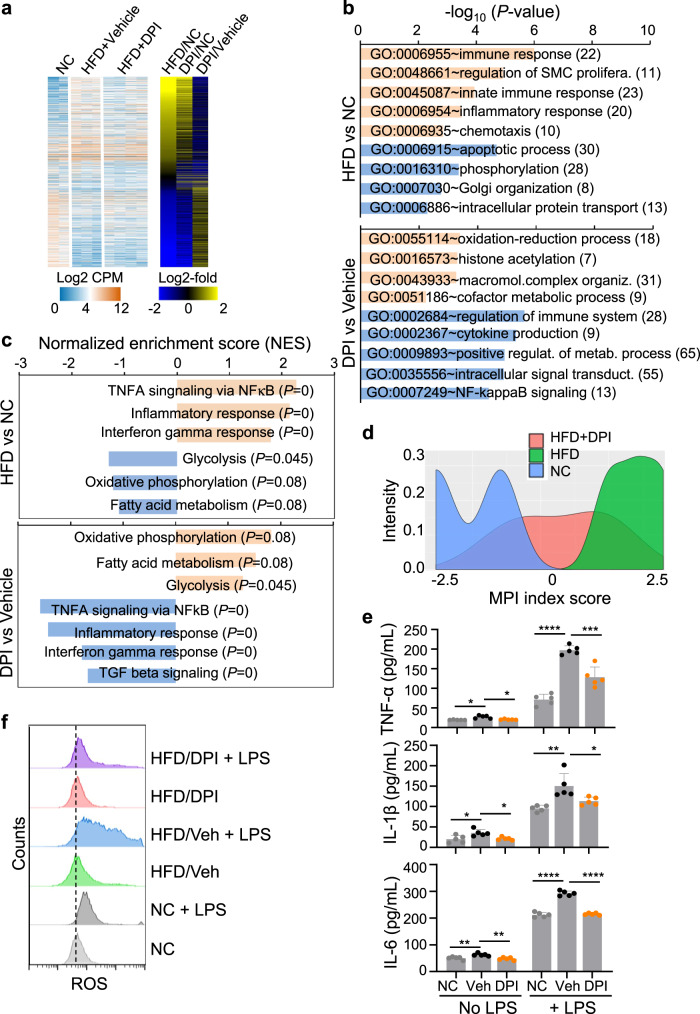
DPI stimulates the expression of glycolytic genes but suppresses the expression of inflammatory genes in KCs from HFD-fed mice. **a** Comparison of gene expression in KCs isolated from mice fed with NC or HFD. Single-cell suspensions were prepared from mice from Fig. 5a after 8 weeks on HFD (6 mice per group), stained with anti-F4/80, anti-CD11b, and anti-Gr-1. F4/80^+^CD11b^+^Gr1^low^ macrophages were purified by cell sorting followed by RNAseq. Shown are differentially expressed genes among the three groups. **b** Functional enrichment analysis of differentially expressed genes based on comparison of KCs from HFD-fed and NC-fed mice or from HFD-fed mice treated with DPI or vehicle. **c** GSEA of gene expression profiles of KCs either from HFD and NC mice or from HFD mice treated with DPI or vehicle. Orange and blue graphs in b and c indicate up- and down-regulated pathways as labeled. **d** Macrophage polarization index analysis based on the expression profile in (**a**) above using the online software MacSpectrum **(**https://macspectrum.uconn.edu)^40^. M1-type polarization is expressed as positive scores, whereas M2-type polarization is expressed as negative scores. **e**, **f** Purified F4/80^+^ liver macrophages from DPI-treated or vehicle-treated mouse livers were incubated with or without 100 ng/mL LPS for 6 h. Cytokines TNF-α, IL-1β, and IL-6 in the culture supernatant were quantified by ELISA (**e**) and intracellular ROS was assayed by CM-H2DCFDA staining (**f**). Each dot in **e** represents one mouse (*n* = 5) from one experiment. Data are presented as the mean ± sd. Representative histograms of ROS levels in **f** were shown. *P* values were calculated by the two-sided student’s *t*-test. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001. Source data are provided as a Source Data file.

We also directly assayed the effect of DPI on the production of inflammatory cytokines and reactive oxygen species (ROS) in purified KCs from vehicle- or DPI-treated HFD-fed mice and age-matched mice fed with an NC. Purified KCs were not stimulated or stimulated with LPS for 6 h, cytokines in the culture supernatants were assayed by ELISA, and intracellular ROS were detected by CM-H2DCFDA staining. LPS stimulated the production of pro-inflammatory cytokines TNF-α, IL-1β, and IL-6 in KCs, but the levels were significantly lower in KCs from DPI-treated mice than those of vehicle-treated mice, reaching similar levels as in KCs from mice fed with NC (Fig. 6e). Interestingly, the basal levels of these cytokines were also lower in KCs from DPI-treated mice than vehicle-treated mice. Similarly, LPS-induced ROS production was significantly reduced in KCs purified from DPI-treated mice as compared to vehicle-treated mice (Fig. 6f).

We also purified KCs from normal B6 mice and treated them with DMSO, 50 nM, or 500 nM DPI in vitro for 24 h, followed by LPS stimulation in fresh medium without DPI for 6 h. DPI pre-treatment significantly inhibited LPS-stimulated production of TNF-α, IL-1β, IL-6, and ROS (Supplementary Fig 11a, b). Moreover, we broadly assayed the levels of cytokines and chemokines in the plasma of normal B6 mice following DPI treatment (2 mg/kg, i.p.) for 48 h using a mouse cytokine antibody array specific for 62 targets (Abcam, #Ab133995). Compared to the plasma collected before DPI treatment, only two anti-inflammatory cytokines, CCL9 and CXCL4, were visibly elevated following DPI treatment; none of the proinflammatory cytokines were elevated (Supplementary Fig. 11c). These results indicate that DPI stimulates glycolysis but suppresses inflammatory responses of KCs in HFD-fed mice, consistent with reduced pathogenesis in the liver.

### DPI stimulates the expression of glycolytic genes but suppresses the expression of inflammatory genes in KCs from patients with NAFLD

Single-cell RNAseq analysis of liver cells from NASH and cirrhosis patients has identified the presence of TREM2^+^ disease-associated macrophages (DAMs) in the liver that display lower expression of metabolic genes^12,13^. To determine whether the DAMs are also present in patients with mild NAFLD, we performed scRNAseq of freshly isolated immune cells from liver biopsies of three healthy donors and three mild NFALD patients (Supplementary Fig. 12a, b). Fourteen cell clusters were identified, including naïve CD8^+^ T cells, resident memory CD8^+^ (T_RM_) cells, CD4^+^ T cells, B and plasma cells, CD56^low^ and CD56^hi^ NK cells, macrophages or KCs, neutrophils and proliferating cells (Supplementary Fig. 12c, d). Cellular composition analysis identified only macrophages or KCs were increased significantly in NAFLD patients compared to the healthy donors (Supplementary Fig. 12e, f). Functional analysis of differentially expressed genes between NAFLD and healthy livers showed that T_RM_ and NK cells were more activated (Supplementary Fig. 12g).

To further decode the changes in macrophages, we re-clustered 5497 CD14^+^CD68^+^ liver macrophages (LM1, LM2 and LM3) into 7 subpopulations (Fig. 7a and Supplementary Fig. 13a). Although no difference was observed in cell numbers of each subcluster between NAFLD and healthy donors (Supplementary Fig. 13b), GO enrichment analysis of DEGs identified between NAFLD and healthy donors showed an overall upregulation of pathways of antigen presentation and inflammatory response (Supplementary Fig. 13c).

**Fig. 7:**
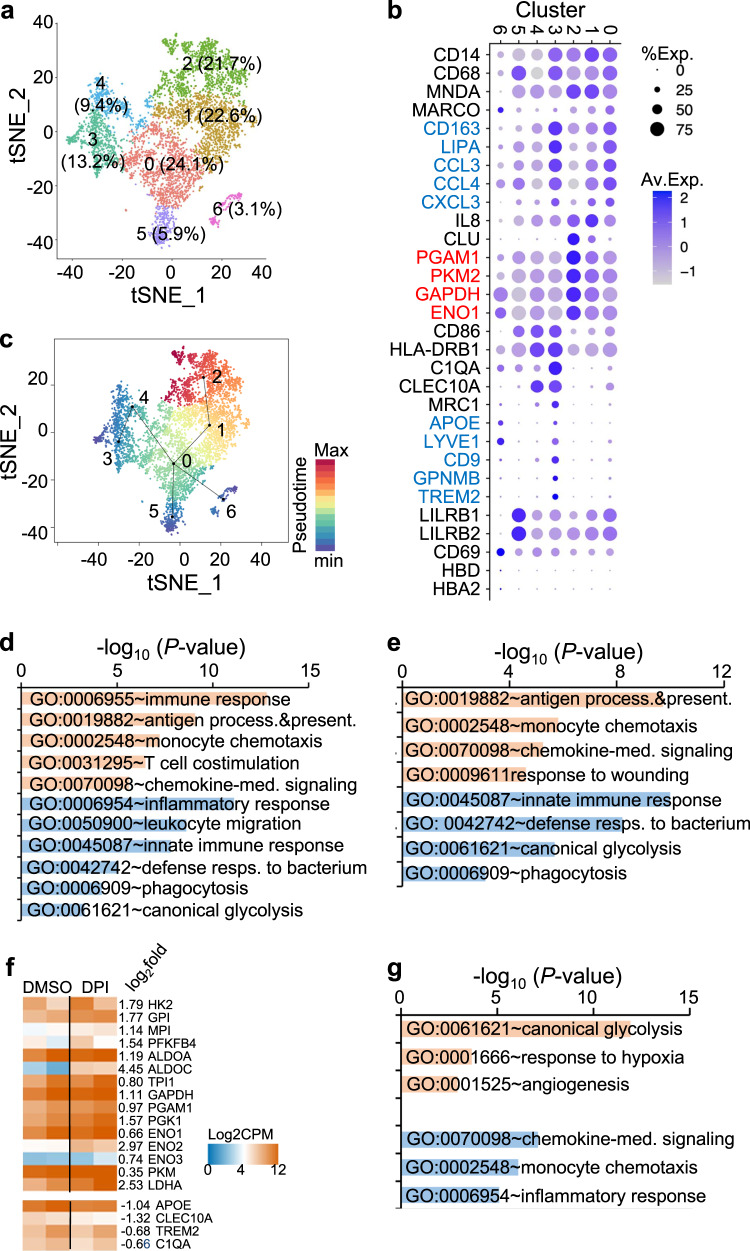
DPI upregulates glycolysis and suppresses inflammatory responses of Kupffer cells from patients with NAFLD. **a**, **b** scRNAseq analysis of the liver macrophage populations. A total of 5497 macrophages based on the expression of CD14 and CD68 (clusters 5, 8, and 12 in Supplementary Fig. 10c) were subjected to clustering analysis by tSNE. A total of 7 clusters were identified (**a**). Each cluster was annotated based on the expression of typical markers or specific functional markers, as shown by dot plot (**b**). **c** Trajectory inference of the liver macrophages by slingshot^60^. **d**, **e** GO enrichment analysis of differentially expressed genes (DEGs) between C3 and C0 (**d**) or C3 and C1/2 (**e**). **f**, **g** Comparison of gene expression changes induced by DPI in primary KCs isolated from NAFLD liver biopsies. CD14^+^ KCs were sorted from single cell suspensions of NAFLD human liver biopsies (*n* = 2) and treated with DMSO or DPI (500 nM) for 24 h, followed by RNAseq to quantify gene expression. Shown are the expression changes of glycolytic genes and DAM markers (**f**) and GO enrichment analysis of DEGs induced by DPI in KCs (**g**). Orange and blue graphs in **d**, **e**, and **g** indicate upregulated and downregulated pathways as labeled. *P* values in **d**, **e**, and **g** were computed by Fisher’s Exact test. Source data are provided as a Source Data file.

These subpopulations were annotated based on previous publications^11,12,39^. Cluster 1 (C1, 22.6%) and C2 (21.7%) were monocyte-derived liver macrophages (moMac) as they expressed a high level of *MNDA* but a low level of *MACRO* and *CD163*^12^. C1 differed from C2 by expressing higher levels of inflammatory genes (Supplementary Fig. 13d), whereas C2 expressed higher levels of glycolytic genes, including *PGAM1*, *PKM, GAPDH*, and *ENO1* (Fig. 7b), indicating two moMac populations existed in human liver with distinguished inflammatory and metabolic status. C0 (24.1%), C3 (13.2%), and C4 (9.4%) all expressed KC markers *CD163* and *MACRO*. The expression profile of C4 was likely dendritic cells, as some cells expressed *CD1C*. The expression profile of C3 resembled that of DAMs based on expression of *APOE*, *TREM2*, *CD9*, *GPNMB*, and *CLEC10A*, as well as complement genes (C1QA, etc.). GO enrichment analysis of DEGs between C3 and C0 or C3 and C1/2 showed that C3 upregulated pathways of antigen processing and presentation, monocyte chemotaxis, chemokine-mediated signaling, and down-regulated pathways of the immune response, glycolysis, phagocytosis (Fig. 7d, e), as observed in advanced NASH and cirrhosis^12,13^. Based on the trajectory inference (Fig. 7c) and enriched GO ontology pathways (Fig. 7d, e and Supplementary Fig. 13d), C0 likely represents KCs, and C1 represents the intermediate or differentiating LM between resident KCs (C0) and moMac (C2), suggesting KCs are likely repopulated from moMac (C1) in the liver. DAMs (C3) might be developed from KCs (C0) as evidenced by co-expression of multiple genes, including *MARCO*, *CD163*, *LIPA*, *CCL3*, *CCL4*, and *CXCL3* (Fig. 7b and Supplementary Fig. 13). C5 (5.9%) expressed high levels of myeloid checkpoint receptors LILRB1 and LILRB2. C6 (3.1%) likely corresponds to KCs phagocytosing red blood cells based on co-expression of hemoglobin mRNAs (HBD and HBA2)^41^ (Fig. 7b and Supplementary Fig. 13d).

To directly examine the effect of DPI on human KCs from NFALD patients, we purified KCs from two additional NAFLD patients and performed the transcriptional analysis by RNA-seq following DPI treatment ex vivo for 24 h. As seen in human MDMs and mouse ImKCs, the expression of glycolytic genes was upregulated by DPI treatment, whereas the expression of DAM markers, including APOE, CLEC10A, TREM2, and C1QA, was downregulated (Fig. 7f). Functional enrichment analysis showed that DPI-treated KCs not only upregulated the expression of glycolytic genes but also suppressed the expression of genes associated with chemokine-mediated signaling, chemotaxis and inflammatory response (Fig. 7g and Supplementary Data 3). DPI (50 nM) did not stimulate the secretion of proinflammatory cytokines and chemokines in hMDMs differentiated from human monocytes from healthy donors at the protein level (Supplementary Fig. 11d). In contrast, DPI (50 nM and 500 nM) suppressed the production of intracellular ROS in hMDMs (Supplementary Fig. 11e), and enhanced hMDM phagocytosis of *Escherichia coli* bioparticles (Supplementary Fig. 11f). These results indicate that DPI also upregulates expression of glycolytic genes and suppresses expression of inflammatory genes in KCs from patients with NAFLD.

## Discussion

In this study, we investigated the effects of GPR3 activation by DPI on metabolic reprogramming at the cellular and organismal levels and elucidated the underlying molecular mechanisms. DPI has been reported as an agonist of GPR3 and an inhibitor of NOX enzyme^25,26^. Consistent with previous observation that NOX-deficiency leads to a lower cellular glycolysis^42^, we found that *p47phox*^−/−^ BMDMs and inhibition of NOX activity by apocynin in macrophages lead to a significantly reduced basal level of glycolytic activity. However, DPI (50 nM) stimulated a similar level of increase in ECAR in *p47phox*^−/−^ BMDMs as in wildtype BMDMs, or with or without inhibitor apocynin, suggesting that DPI stimulates glycolysis independent of its NOX inhibiting activity. In contrast, although GPR3 knockout also reduces the basal level of glycolytic activities, DPI (50 nM) failed to stimulate any significant increase in ECAR, suggesting that DPI stimulates glycolysis through the activation of GPR3. Similarly, β-arrestin2 and PKM2 are required for mediating the effect of DPI on glycolysis as knockout of these genes in BMDMs or ImKCs or primary KCs abolishes DPI-induced increases in ECAR. At 500 nM, DPI stimulated an increase in glycolytic activities in macrophages with GPR3 β-arrestin2 or PKM2 knockout. This is likely due to the activation of other molecules by DPI at such a high concentration. These genetic analyses identify a pathway involving GPR3, β-arrestin2, and PKM2 in mediating the effect of DPI on glycolysis as well as NOX, GPR3, β-arrestin2, and PKM2 in maintaining a threshold level of basal cellular glycolysis. As SIP, a putative endogenous ligand of GPR3, also induces a significant increase in glycolysis in macrophages, the identified pathway likely functions in the metabolic reprogramming of macrophages under physiological conditions.

Consistent with the critical role of β-arrestin2 in GPCR signaling by functioning as a scaffold protein^29^, we show that activation of GPR3 by DPI leads to a rapid recruitment of β-arrestin2 but not β-arrestin1 to the plasma membrane, presumably to GPR3^29^. Biochemically, we show that activation of GPR3 by DPI results in the formation of a glycolytic enzyme super complex, including β-arrestin2, enolase, GAPDH, and PKM2, in an ERK1/2-dependent manner, consistent with previous report in HEK293 cells^43^. Associated with the formation of the glycolytic enzyme super complex, the enzymatic activities of GAPDH and PKM2 were greatly elevated, providing a biochemical basis for the rapid increase of glycolytic activities following DPI treatment.

We found that activation of GPR3 by DPI also promotes the formation of dimeric PKM2 in an ERK1/2-dependent manner. Dimeric PKM2 has been reported to translocate from the cytosol to the nucleus, where it transactivates c-Myc^34,38^. c-Myc is known to directly activate the transcription of almost all glycolytic genes through binding the classical E-box sequence^36,37^. We found that DPI stimulates PKM2 translocation into the nucleus in both ImKCs and primary human KCs. DPI also stimulates both transcription of c-Myc in a PKM2-dependent manner and c-Myc transactivation activities using reporter gene assays. These findings provide a molecular mechanism by which DPI stimulates a sustained increase in glycolysis in macrophages through the transcription of glycolytic genes.

Consistent with the increased glucose consumption through enhanced glycolysis at the cellular level, DPI has profound effects on glucose metabolism and on HFD-induced weight gain, lipid deposition, and fibrosis in the liver at the organismal level. DPI confers a better glucose tolerance in mice under normal conditions. DPI significantly inhibits HFD-induced weight gains without affecting food intake, consistent with the development of late-onset of obesity in *Gpr3*^−/−^ mice and *Pkm2*^−/−^ mice^18,19^. Impressively, DPI treatment of obese mice on HFD every 5 days is sufficient to almost eliminate lipid droplet accumulation and fibrosis in the liver, suggesting that DPI’s effect on liver pathologies is not completely dependent on body weight reduction. Mechanistically, DPI greatly stimulates the expression of genes in the glycolysis pathway but suppresses the expression of inflammatory genes in KCs from HFD-fed mice (Fig. 6), suggesting the effect on liver pathologies is likely a result of both increased glycolysis (and therefore reduced lipid accumulation) and reduced inflammation (fibrosis). Similarly, DPI treatment of KCs from NAFLD patients upregulated the glycolysis pathway and response to hypoxia but downregulated pro-inflammatory pathways at the transcription level (Fig. 7f, g). At the protein level, DPI inhibited LPS-stimulated production of proinflammatory cytokines and ROS in hMDMs and freshly isolated KCs from B6 mice in vitro or systematically in normal B6 mice (Supplementary Fig. 11a–c), Similarly, DPI treatment of HFD-fed mice significantly inhibited production of ROS and proinflammatory cytokines TNF-α, IL-1β, and IL-6 in KCs under LPS stimulation (Fig. 6e, f). In general, inflammatory macrophages, as well as activated T cells, use glycolysis for energy metabolism, and glycolysis orchestrates inflammation but is not the cause of inflammation. Our findings that DPI stimulates glycolysis without stimulating inflammatory cytokine production suggest that the two processes are not mechanistically linked but separatable. Consistent with this interpretation, DPI does not upregulate the gene modules that are upregulated by IFNγ or LPS^15^ but suppresses LPS-stimulated production of ROS at both transcriptional and protein levels (Fig. 6 and Supplementary Fig. 11b). Furthermore, the pentose phosphate pathway (PPP) and ROS are required for inflammatory cytokine production^44,45^. However, DPI does not upregulate the expression of G6PD, which is a key enzyme for switching to PPP^15^. Thus, DPI stimulates macrophage glycolysis without inducing inflammation, leading to reduced liver pathologies in HFD-fed mice.

It is now generally accepted that metabolism is the core process underlying all biological phenomena, providing energy and building blocks for macromolecules^46^. In particular, inflammatory macrophages and T helper cells 1 (Th1) and 17 (Th17) are known to use glycolysis as the main source of energy production and glycolytic metabolites as part of the inflammatory responses. Studies have shown that limiting glycolysis blocks cytokine production but not proliferation^47^, suggesting a critical role of glycolysis in orchestrating inflammatory response. Our findings that DPI stimulates glycolysis without inducing inflammatory cytokine and ROS production suggest that the two processes are not coupled mechanistically but separatable. While how the two processes are dissociated in macrophages following DPI treatment remains to be elucidated, our findings that GPR3 activation, as shown by DPI, could be particularly suited for activating macrophage function in chronic diseases without the possible side effects due to the production of cytokines and ROS.

What is even more remarkable is our observation that knockout of PKM2 specifically in KCs abolishes the effect of DPI on HFD-induced obesity and liver pathogenesis in mice (Fig. 5 and Supplementary Fig. 9). At the physiological level, DPI failed to inhibit HFD-induced weight gain, reduce the levels of TAG and lipid droplet deposition in the liver, serum AST and ALT, and blood insulin and response to glucose challenge in KC-specific *Pkm2*^−/−^ mice as compared to control *Pkm2*^f/f^ mice. At the biochemical level, DPI (at 50 nM) failed to stimulate ECAR, glycolytic capacity, and glycolytic reserve in *Pkm2*^−/−^ KCs as compared to *Pkm2*^f/f^ KCs (Supplementary Fig. 10). Furthermore, DPI did not stimulate glucose consumption, increase in glycolytic intermediates and decrease in TCA cycle intermediates in *Pkm2*^−/−^ BMDMs as compared to wildtype BMDMs (Fig. 3b, c and Supplementary Fig. 4a–c). As *Pkm2*^−/−^ BMDMs and *Pkm2*^−/−^ KCs behaved the same way in glycolysis and bioenergetic analyses in response to DPI, *Pkm2*^−/−^ KCs likely have similar alterations in metabolites as *Pkm2*^−/−^ BMDMs. In addition, DPI at 50 nM did not increase the ECAR of hepatocytes or adipocytes (Supplementary Fig. 8), suggesting that the effect of DPI on HFD-induced obesity and liver pathogenesis is not through elevation of glycolysis in these cell types in mice. Together, these results suggest a key role of PKM2 expression in KCs in mediating the effect of DPI at the organismal level.

How does PKM2 shape the metabolism of KCs? We noticed that among pyruvate kinase isoforms, *PKM2* was much more highly expressed than *PKM1* in KCs, and the level of *PKL* was at the background level (Supplementary Fig. 7). In addition, DPI treatment upregulated PKM2 expression but not PKM1. Thus, one way that PKM2 shapes the metabolism of KCs is because PKM2 is the dominant isoform of pyruvate kinase expressed in KCs. In this respect, one possible outcome is whether *Pkm2*^−/−^ KCs have functional metabolic pathways. The following observations suggest that *Pkm2*^−/−^ KCs have functional metabolic pathways. Firstly, *Pkm2*^−/−^ KCs responded to glucose, oligomycin, and 2-DG, although they have a lower basal level of ECAR (Supplementary Fig. 10), suggesting that they are metabolically active probably because of compensation by PKM1 or PKM2 is not essential for maintaining the minimal level of basal glycolytic activity. Secondly, we were able to isolate similar numbers of KCs from KC-specific *Pkm2*^−/−^ mice and control *Pkm2*^*f/f*^ mice and there was no noticeable difference in their survival following culture in vitro for 30 hours, suggesting that Pkm2-deficiency does not compromise KC differentiation and survival in mice. Similarly, we did not notice any difference in differentiation, survival, and growth between *Pkm2*^−/−^ BMDMs, *Gpr3*^−/−^ BMDMs, *Gpr3*^−/−^ ImKCs, and *Arrb*^−/−^ ImKCs and their wildtype counterparts. Finally, we did not observe any growth defect under normal diet between KC-specific *Pkm2*^−/−^ mice and *Pkm2*^*f/f*^ mice, or even between germline *Pkm2*^−/−^ mice and *Pkm2*^*+/+*^ control mice^48^. These observations support that PKM2-deficient KCs have functional metabolic pathways.

Our in vitro and in vivo findings raise an intriguing question as to how KCs exert such a huge effect at the organismal level. One possibility is that in addition to its direct role in metabolism and inflammation, KCs could function as a master regulator to control metabolic activities and energy metabolism of other cell types, such as adipocytes and hepatocytes^4,6,7^. While the detailed molecular mechanism remains to be elucidated, our findings suggest that metabolic reprogramming of KCs alone is sufficient to protect mice from HFD-induced obesity and liver pathogenesis.

Finally, our scRNAseq analysis shows the presence of DAMs in the liver of NAFLD patients, which share the same phenotype, including expression of TREM2, CD9, GPNMB, MHCII (HLA-DRB1), C1QA, and CLEC10A, as those found in the livers of patients with NASH and cirrhosis. At the transcription level, the DAMs are inhibited in glycolysis but increased in inflammation, as suggested by the downregulation of glycolytic genes and upregulation of inflammatory genes. Importantly, KCs, including DAMs from NAFLD patients, respond to DPI by upregulating the transcription of glycolytic genes and downregulating the transcription of inflammatory genes, suggesting DPI is also effective at reprogramming the metabolism of human KCs.

In summary, our study identifies a new pathway involving activation of GPR3, β-arrestin2, PKM2, and c-Myc in switching cellular metabolism from oxygen consumption to glycolysis in macrophages, a critical role of KCs in protection from HFD-induced obesity and liver pathogenesis, and the potential of targeting this pathway in DAMs for therapeutic interventions in obesity and NAFLD. Furthermore, since DAMs with similar phenotypes have been observed in various tissues with diverse pathologies, such as HFD-induced NASH in mice^13^, scar tissues^12^, Alzheimer’s disease^49,50^, and lung fibrosis^51,52^, reprogramming macrophage metabolism, such as by DPI, could be a general therapeutic approach to treat these diverse diseases.

## Methods

### Ethics statement

All uses of human PBMC in this research have been approved by the Institutional Review Board at the Massachusetts Institute of Technology (MIT). All animal studies and procedures were approved by the MIT Committee for Animal Care. Human liver biopsies were collected with the approval of The Ethics Committee of The First Hospital of Jilin University (19K098-001). Written informed consent was obtained from the legal representative of each donor.

### Mice, antibodies, cell lines, and plasmids

C57BL/6 (B6) mice, *p47phox*^−/−^, and Clec4f-Cre mice were purchased from the Jackson Laboratory, and *Pkm2*^*f/f*^ mice were described in the previous publication^32^. All animals were maintained in the animal facility at the Massachusetts Institute of Technology (MIT) in standard plastic cages under controlled humidity (50%) and temperature (23 ± 1°C) conditions in a 12 h/12 h dark/light cycle. Mice will be humanely sacrificed with CO_2_ narcosis painlessly and as quickly as possible using the equipment in the institutional facility. Bone marrow from *Gpr3*^−/−^ mice was a kind gift from Dr. Grzegorz Godlewski (NIAAA/NIH). Antibodies specific for CD11b (M1/70), F4/80 (BM8), CD45.2 (104), and Gr-1 (RB6-8C5) for flow cytometry were from BioLegend. Anti-PKM2 (1C11C7, #60268) was purchased from Thermo Fisher Scientific. Anti-GPR3 (#sc390276) was from Santa Cruz Biotechnology. Anti-β-arrestin2 (#3857), Glycolysis Antibody Sampler Kit (#8337 and #12866), anti-Lamin B1 (#12586), anti-β-tubulin (#56739) or anti-β-actin (#5125) were from Cell Signaling Technology. β-Arrestin2 CRISPR plasmids (#sc432139) were from Santa Cruz Biotechnology. pCMV-β-arrestin2-GFP, pCMV-β-arrestin1-GFP and pCMV6-Flag-Myc-β-arrestin2 were from Origene. Immortalized Kupffer cell line (ABI-TC192D, AcceGen), human primary KCs (ABC-TC4369, AcceGen), THP-1 (ATCC TIB-202), and 293 T (CRL-3216) were cultured following vendor instructions (37^o^C, 5% CO_2_). CRISPR/Cas9 system was used to knockout *Gpr3* or *Arrb2* in ImKCs with two *Gpr3* gRNAs: CACCACCAGCGCGTTCTCGC and AACATGGGGGCGCGGAAGGC, or two *Arrb2* gRNAs: TCTGTTCATCGCCACCTACC and TGTGGATCCTGACTACTTGA. gRNAs were cloned into Lenti-crispr v2 plasmid and lentivirus were produced in 293 T cells with psPAX2 pMD2.G plasmids using TransIT@-Lenti (Mirus). Knockout clones were confirmed and validated by qPCR and Western blotting. Transfection of ImKCs with siRNAs was accomplished using Lipofectamine^TM^ 2000 (Thermo Fisher Scientific) according to the manufacturer’s instructions. NOX inhibitor apocynin and ERK1/2 inhibitor SCH772984 were purchased from APExBIO.

### Mouse bone marrow-derived macrophages (BMDMs) and human monocyte-derived macrophages (hMDMs)

Mouse BMDMs were prepared as described previously^15^. Briefly, fresh bone marrow cells were isolated from B6 mice, plated onto a six-well plate with 1 × 10^6^/mL in complete RPMI with 2-mercaptoethanol and with 50 ng/mL M-CSF (PeproTech) for 6 days with fresh medium change every 2 days. Human monocytes were purified from the PBMC of healthy donors (Research Blood Components LLC, USA) and cultured in complete RPMI in the presence of M-CSF (Peprotech, #300-25) for 7 days. hMDMs were treated with 50 or 500 nM DPI for 24 h. For phagocytosis assay, hMDMs (2 × 10^4^ cells) were incubated with 15 μg/mL pHrodo Green *E. coli* BioParticle (ThermoFisher, #P35366) at 37 °C for 1 h, and phagocytosis was quantified by flow cytometry. For assaying ROS production, hMDMs were incubated with 5 μM CM-H2DCFDA (ThermoFisher, #C6827) at 37 °C for 20 min, and total ROS were quantified by flow cytometry.

### Cytokine arrays

hMDMs were treated with DMSO or 50 nM DPI for 24 h. The culture supernatant was collected and an equal amount from four donors was mixed and applied to the human cytokine antibody array (#AB169827, Abcam) according to the manufacturer’s manual. The array has a panel of antibodies to detect 60 human cytokines or chemokines with duplicate spots for each on the film. The films were scanned by ImageQuant LAS 4000 (Cytiva) with the same exposure time. To examine whether DPI induces inflammation in vivo, wildtype B6 mice were dosed with 2 mg/kg DPI i.p. and plasma was collected before dosing and 48 h after dosing. An equal amount of plasma from four mice was mixed and applied to the mouse cytokine antibody array (#AB133995, Abcam) according to the manufacturer’s manual. The array has a panel of antibodies to detect 62 mouse cytokines or chemokines with duplicate spots for each on the film. The films were scanned by ImageQuant LAS 4000 (Cytiva) with the same exposure time.

### Co-immunoprecipitation, Western blotting, and native PAGE

293 T cells were transfected with FLAG-tagged β-arrestin2, using TransIT®-LT1 Transfection Reagent (Mirus). Forty-eight hours after transfection, the cells were lysed using a cold Lysis Buffer containing 20 mM Tris-HCl (PH 7.4), 150 mM NaCl, 0.1% NP-40, 10% glycerol, proteinase inhibitor (Roche, # 11836153001), and phosphatase inhibitors (Roche, #04906845001). The clear supernatants from the lysate were incubated with M2-magnetic beads conjugated with anti-FLAG antibody (Sigma, #M8823) for 2 h at 4 °C. Then the beads were washed twice and eluted by the 3×FLAG peptides (Sigma, #F4799) as described in the manufacturer’s manual for Western blotting.

Proteins were extracted from cells with RIPA buffer. Protein concentration was quantified by the BCA Protein Assay Kit (Pierce Biotechnology). Samples containing 60 μg total protein were resolved on a 10% SDS-PAGE gel and electro-transferred onto a PVDF membrane (Millipore Corporation). The membrane was blocked in 5% (w/v) fat-free milk in PBST (PBS containing 0.1% Tween-20). The blot was hybridized overnight with primary antibodies according to the recommended dilution in 5% fat-free milk. The blot was washed twice in PBST and then incubated with HRP-conjugated secondary antibody (Cell Signaling Technology) in 5% fat-free milk with the dilutions recommended by the manufacturer manuals. The membrane was washed twice in PBST and subjected to protein detection by ECL Plus Western Blotting Detection System (GE Healthcare) before being exposed to a Kodak BioMax XAR film. The membrane was stripped and reblotted with the anti-β-tubulin or anti-β-actin for protein loading control.

To analyze the cytosolic and nuclear proteins, cells were lysed and proteins of nuclear and cytoplasmic fractions were extracted using Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher Scientific, #78833) according to the manufacturer’s protocol. The indicated proteins were analyzed by Western blotting. The loads of cytosolic proteins and nuclear proteins were normalized to the amount of GAPDH and Lamin B1.

To analyze the proteins in the naïve PAGE gel, proteins were extracted from cells in 1× Native PAGE sample buffer (Thermo Fisher Scientific) containing 1% digitonin followed by 20 min spin at 12,000*g* to pellet debris. Protein extracts were analyzed using NativePAGE Novex System (Thermo Fisher Scientific) and subsequently transferred to PVDF membrane, fixed, and blotted for native proteins.

### Metabolite profiling

ImKCs were treated with DPI (#81050, Cayman Chemical) at 50 or 500 nM for 6 h or 24 h. *Pkm2*^−/−^ BMDMs were treated with DPI at 50 or 500 nM for 24 h. Cells were washed once in ice-cold 0.9% NaCl, and lysates were extracted in 80% methanol solution containing internal standards for LC/MS by scraping on dry ice followed by 10-minute mixing with vortex at 4 °C. Following lysate extraction, debris was removed by high-speed centrifugation and supernatants were dried using speed vac. Samples were analyzed by LC/MS on QExactive Orbitrap instruments (Thermo Fisher Scientific) in the Whitehead Institute Metabolite Profiling Core Facility. Data analysis was performed using the in-house software described previously^53^. The raw data was provided in Supplementary Data 4.

To compare metabolites in WT and *Gpr3*^−/−^ ImKCs, WT and *Gpr3*^−/−^ ImKCs were pretreated with DMSO or 50 nM DPI for 24 h. Cells were collected and resuspended in prechilled 80% methanol by vortex. Then, cells were melted on ice and whirled for 30 s. After the sonification for 6 min, the samples were centrifuged at 5000 rpm, 4 °C for 1 min. The supernatant was freeze-dried and dissolved with 10% methanol. The supernatant was analyzed by Novogene Co., Ltd. (Beijing, China) using an ExionLC™ AD system (SCIEX) coupled with a QTRAP ® 6500+ mass spectrometer (SCIEX). The selected metabolites were quantified using Multiple Reaction Monitoring based on Novogene’s in-house database. The raw data was provided in Supplementary Data 5.

### β-arrestin membrane translocation assay

BMDMs or ImKCs were transfected with plasmids encoding pCMV-β-arrestin1-GFP or β-arrestin2–GFP. Twenty-four hours after transfection, cells were reseeded into a 24-well glass-bottom plate (MatTek Life Sciences) and treated with DPI (50 nM), S1P (3 mM), or vehicle control (0.3% DMSO) for the indicated duration. The fluorescent signals of β-arrestin2 were measured in live cells using a total internal reflection fluorescence (TIRF) microscope (Olympus).

### Measurements of oxygen consumption rate, extracellular acidification rate, and glucose consumption

Oxygen consumption rate (OCR) and extracellular acidification rate *(*ECAR) were measured in cultured ImKCs or BMDMs using the Seahorse XF Extracellular Flux Analyzer (Agilent). For the immediate effects of DPI on OCR or ECAR, 2 × 10^4^ cells per well were seeded into the XF96 cell culture microplate and incubated overnight. Cells were washed and maintained in prewarmed XF assay media supplemented with 10 mM glucose, 1 mM sodium pyruvate, and 2 mM l-glutamine. DMSO, DPI (5, 50, and 500 nM), and 2-deoxyglucose (2-DG, final 50 mM for ECAR) or rotenone/antimycin A (Rot/Aa, final 1 µM for OCR) were added at the indicated times. For other ECAR measurements, 2 × 10^4^ cells per well were seeded into the XF96 cell culture microplate and treated with DMSO or DPI (50 and 500 nM) for 24 h. Cells were washed and maintained in prewarmed XF assay media supplemented with 1 mM sodium pyruvate and 2 mM l-glutamine. At the indicated time, glucose (final 10 mM), oligomycin (final 2 µM), and 2-DG (final 50 mM) in XF assay media were injected. Data sets were analyzed using XFe96 software (Agilent). Glycolytic capacity is calculated as (maximum rate measured after glucose stimulation) − (maximum rate measured after oligomycin stimulation). The glycolytic reserve is calculated as (maximum rate measured after oligomycin stimulation) − (rate measured before oligomycin stimulation). The glucose consumption was measured by the glucose uptake assay kit (Abcam) according to the manufacturer’s protocol. Briefly, cells were treated with DMSO or DPI (50 and 500 nM) for 24 h in the presence of the fluorescent glucose analog 2-NBDG. The mean fluorescence intensity (MFI) of 2-NBDG in cells was quantified by flow cytometry.

### Immunofluorescent staining and microscopy

BMDMs or Kupffer Cells were fixed and incubated with primary antibodies and then labeled with Alexa Fluor dye-conjugated secondary antibodies and counterstained with Hoechst 33342 according to standard protocols. Cells were examined using a deconvolution microscope (Zeiss) with a 63-Å oil immersion objective. Axio Vision software from Zeiss was used to deconvolute Z-series images.

### PKM and GAPDH enzymatic activity assay

The enzymatic activities of PKM and GAPDH were measured using the pyruvate kinase activity assay kit (Biovision, # K709) and GAPDH activity assay kit (Biovision, # K680) according to the manufacturer’s protocols, respectively. Briefly, 5 × 10^5^ cells were homogenized with 100 μl of GAPDH assay buffer. Samples were kept on ice for 10 min and centrifuged at 10,000*g*, 4 °C for 5 min. The absorbance at 450 nm was measured every 5 or 10 min. The experiments were performed in triplicates with three independent experiments.

### Myc luciferase reporter assay

The c-Myc activity was assessed using the Myc Reporter kit (BPS Biosciences) and the Dual-Luciferase Reporter System (Promega) according to the manufacturer’s instructions. Briefly, 100 μL (1.5 × 10^5^ cells/mL) of wildtype and *Pkm2*^−/−^ KCs were seeded into 96-well plates. After overnight incubation, when cells reached ~50% confluency, 1 µL of Reporter A (60 ng/µL) was transfected into cells using Turbofectin 8.0. After 48 h, cells were lysed in 25 µL Passive Lysis Buffer (provided in the Dual-Luciferase Reporter kit). 20 µL of cell lysate was transferred to 96-well plates and placed in a 96-well microplate luminometer (GloMax-Multi, Promega). 100 µL Luciferase Assay Reagent II and 100 µL Stop & Glo Reagent (both provided in the Dual-Luciferase Reporter kit) were sequentially injected, and firefly and Renilla luciferase activities were automatically measured. c-Myc activities were determined by the ratios of firefly to Renilla luciferase activities.

### HFD-induced NAFLD mouse model and treatment

C57BL/6 male mice at 5 weeks of age (body weight = 18–20 g) were fed with a normal chow (NC) diet (10 kcal% fat, Research Diets, #12450 J) or high-fat diet (HFD) (60 kcal% fat, Research Diets, #D12492) for a total of 8 weeks to induce obesity. Three weeks after the HFD, mice were randomly assigned into two groups: the HFD + vehicle group was injected with the vehicle (PEG3000) and the HFD + DPI group was injected with DPI in the vehicle (2 mg/kg) i.p. every 5 days for 4 weeks. In the *Pkm2*^−/−^ mouse experiment, Kupffer cell-specific *Pkm2*^−/−^ male mice at 5 weeks of age were fed with HFD for a total of 8 weeks. Three weeks after onset on the HFD diet, the mice were randomly assigned to two groups for treatment with vehicle or DPI as described for B6 mice. To induce liver hepatosteatosis, C57BL/6 male mice at 5 weeks of age were fed with HFD for a total of 16 weeks. After 9 weeks on HFD, the mice were randomly assigned to two groups for treatment with vehicle or DPI (2 mg/kg) i.p. every 5 days for 5 weeks. The weight of the mice and food consumption were monitored weekly. At the end of the experiments, livers were perfused with PBS with 1 mM EDTA and fixed with 10% buffered formalin. Samples were embedded in paraffin, sliced (5 μm sections), and stained with hematoxylin and eosin (H&E) for histopathological analysis.

### Kupffer cells isolation from mouse livers

Mouse livers were perfused with 30 mL of HBSS with 0.5 mM of EDTA and 25 mM of HEPES and then dissected and digested with Collagenase IV (Roche). Single cells were pelleted and resuspended in 450 μl of PBS containing 2% FBS after red blood cells were removed. Kupffer cells were purified using anti-F4/80 microbeads (Thermo Fisher Scientific, #8802-6863-74) with an LS column (Miltenyi Biotec,130-042-401). The enriched liver macrophages (consisting of 80-90% F4/80^hi^CD11b^int^Gr1^low^ KCs and 10–20% of F4/80^int^CD11b^hi^Gr1^low^ MDMs) were seeded into 6-well plates pre-coated with collagen. After plating for 1-2 hrs, cells were washed with PBS and cultured in a fresh medium overnight for glycolysis analysis, ROS, and cytokine production. Fresh KCs from DPI-treated or vehicle-treated mice were stimulated with or without 100 ng/mL LPS for 6 h and cytokines TNF-α, IL-1β, and IL6 in the supernatant were measured by the TNF-α ELISA kits (Dakewe, # 1217202), the IL-1β ELISA kit (Dakewe, #1210123) and IL-6 ELISA kit (Dakewe, #1210602), respectively, according to the manufacture’s manuals. Fresh KCs from B6 mice were first treated with or without DPI at indicated concentrations for 24 h and then stimulated with 100 ng/mL LPS in fresh medium (without DPI) for ROS and cytokine analysis.

### Glucose tolerance test, blood insulin, and liver TAG

The glucose tolerance test was performed in mice at the indicated time after feeding with HFD or NC. Mice were fasted overnight, followed by an intraperitoneal injection of 1 g/kg glucose. Blood was obtained from the tail vein before (0 min) and 15, 30, 60, 90, and 120 min after the injection of glucose. Glucose levels were measured using an automatic glucometer (Bayer Contour Next One meter). Blood was collected from mice into PBS/EDTA before glucose tolerance assay and plasma were harvested. Plasma insulin levels were quantified by the Insulin Enzyme Immunoassay (#589501, Cayman Chemical) according to the manufacturer’s manual. Liver tissues were perfused and fixed in 10% formalin. Lipids were extracted from liver tissues using a lipid extraction kit (#ab211044, Abcam) according to the manufacturer’s manual. TAG levels were quantified by a colorimetric assay (#10010303, Cayman Chemical) according to the manufacturer’s protocol.

### Immune cell and Kupffer cell purification from human liver biopsies

Human liver biopsies were from livers from deceased donors procured for liver transplantation. In the case of healthy livers and livers with mild NAFLD, biopsies were from leftover liver tissues used for pathological diagnosis. In the case of livers with moderate to severe NAFLD, biopsies were from livers deemed unacceptable for liver transplantation. All experiments were performed in accordance with the relevant guidelines and regulations. During organ retrieval, donor liver grafts were perfused in situ with cold HTK solution (Methapharm) to thoroughly flush out circulating cells. The tissue was gently dissected with a sterile scissor into 1 mm^3^ slices on ice. The slice was incubated in D-HBSS containing 100 U/mL collagenase II (Giboco, #17101015) and 10 U/ml DNase I (Thermo Scientific, #89836) and shaken at 37 °C for 1.5 h. Single cells were stained with anti-CD45 (#30406, Biolegend) to purify all immune cells for scRNAseq or with anti-CD45 and anti-CD14 (#301804, Biolegend) to purify liver macrophages (the majority of which are considered as KCs) for in vitro treatment by flow cytometry (BD Aria).

### RNA isolation, sequencing, and data analysis

Mouse livers were dissected and digested with Collagenase IV (Roche). Single-cell suspensions were stained with anti-F4/80, anti-CD11b and anti-Gr-1. F4/80^+^CD11b^+^Gr1^low^ macrophages (consisting of 80–90% KCs) were sorted by flow cytometry (BD Aria). RNAs were extracted with Rneasy MinElute Kit (Qiagen) from sorted mouse liver macrophages, converted into cDNA, and sequenced using Next-Generation Sequencing (Illumina). RNA-seq data were aligned to the mouse genome (version mm10) or human genome (version hg19) and raw counts of each gene of each sample were calculated with bowtie2 2.2.3^54^ and RSEM 1.2.15^55^. Differential expression analysis was performed using the program edgeR at *P* < 0.05 with a twofold change^56^. The gene expression level across different samples was normalized and quantified using the function of cpm. Differentially expressed genes (DEGs) were annotated using the online functional enrichment analysis tool DAVID^57^. To quantify the levels of RNA transcripts, total RNA was extracted from various cells and reverse transcribed by TaqManTM Reverse Transcription Reagents Kit (Applied Biosystems, #N8080234), followed by amplification with SYBR Green Master Mix (Roche, #04707516001) by Roche LightCycler 480 with specific mouse primers: *Pkm2*: 5′ primer-TCGCATGCAGCACCTGATT, 3′ primer-CCTCGAATAGCTGCAAGTGGTA; *Pkm1*: 5′ primer-GTCTGGAGAAACAGCCAAGG, 3′ primer-TCTTCAAACAGCAGACGGTG; *Ldha*: 5′ primer-GCAGACAAGGAGCAGTGGAAGGAG, 3′ primer-ACACTGAGGAAGACATCCTCATTG; *Hk2*: 5′ primer-CCTGCTACAGGTCCGAGCCATCTT, 3′ primer-GAGGATGAAGCTTGTACAGTGTCC; *Myc*: 5′ primer-ATGCCCCTCAACGTGAACTTC, 3′ primer-GTCGCAGATGAAATAGGGCTG; *β-actin*: 5′ primer-GTGACGTTGACATCCGTAAAGA, 3′ primer-GCCGGACTCATCGTACTCC. The Ct values were normalized with the housekeeping gene *β-actin* comparison.

### Single-cell RNAseq and computational analysis

Sorted human CD45^+^ cells were resuspended and washed in 0.05% Rnase-free BSA in PBS for single-cell library preparation with 10× Chromium Next GEM Single Cell 3′ Kit (10× genomics) according to the manufacturer’s instructions. The single-cell cDNA libraries were sequenced by NexSeq500 (Illumina). Raw sequences were demultiplexed, aligned, filtered, barcode counting, and unique molecular identifier (UMI) counting with Cell Ranger software v3.1 (10× genomics) to digitalize the expression of each gene for each cell. The analysis was performed using the Seurat 3.0 package^58^. We first processed each individual data set separately prior to combining data from multiple samples. The outlier cells with low number (<500) or high number (>5000) of gene features as doublets, or low total UMI (<1000) and high mitochondrial ratio (>15%) from each data set were removed. Subsequently, samples were combined based on the identified anchors for the following integrated analysis. We ran principal component analysis (PCA) and used the first 15 principal components (PCs) based on the resampling test with the JackStraw procedure to perform tSNE clustering. We checked well-defined marker genes for each cluster to identify potential cell populations, such as T cells (CD3E, CD8A, CD4, CD69, IL7R), B and plasma cells (CD19, *MS4A1, SDC1*), dendritic cells (CD11C, CLEC9A), natural killer cells (CD56, CD16, GZMB). For macrophage analysis, CD14 and CD68 positive clusters were selected for subsequent analyses. We repeated PCA tSNE clustering on the integrated data sets of macrophages. Differential expression analysis was performed in each cluster compared with other indicated cells by FindMarkers function with setting min.fct = 0.25 and logfc.threshold = 0.25. Differential expression analysis was performed in each cluster between NAFLD and healthy donors with setting min.fct = 0.25 and logfc.threshold = 0.1. For gene sets representing specific cellular functions or pathways, we performed functional enrichment analysis with the biological process of Gene Ontology by the online tool DAVID^57^ or GSEA^59^ with hallmarker genesets by GSEAPreranked procedure with the ranked list of genes according to folder change of expression. Trajectory inference of the liver macrophages was analyzed by slingshot using the reduced dimensions of tSNE generated by Seurat analysis.

### Statistic methods

Statistical significance was determined with the two-sided unpaired or paired Student’s *t*-test. The FDRs were computed with *q* = *P* × *n*/*i*, where *P* = *P* value, *n* = total number of tests, and *i* = sorted rank of *P* value.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-5

Reporting Summary

### Source data

Source Data

## Data Availability

Raw RNA-seq data are deposited in the database of Gene Expression Omnibus with accession IDs: GSE186329. Metabolic raw data were deposited in OpenScienceFramework (OSF) (10.17605/OSF.IO/EW5YF). The metabolic raw data and DEGs are also provided as Supplementary Data. All other data that support the findings of this study can be found in the manuscript, figures, and supplementary data or are available from the corresponding authors upon request. Source data are provided with this paper as a source data file. Source data are provided in this paper.

# Supplementary material for: Activation of GPR3-β-arrestin2-PKM2 pathway in Kupffer cells stimulates glycolysis and inhibits obesity and liver pathogenesis
**Source:** Nat Commun. 2024 Jan 27;15:807. doi: 10.1038/s41467-024-45167-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1**

DEGs of mKCs between HFD and NC and between DPI and vehicle.

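Supplementary Data 1 lists 1264 genes with an expression value for each of the 9 libraries, and 1262 of the names match genes of the deposited table. Recomputed from the counts as log2(CPM + 1) with scaling by library size alone, the values of these genes differed from the listed ones by at most 0.0076, so the list is on that scale, on which the change of low genes is smaller than in a model of the counts. From the counts, 1509 genes passed the paper's threshold in either comparison, and 845 of these (56%) are among the genes listed.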

### **Supplementary Data 2**

PreRanked gene list for GSEA.

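A pre-ranked list gives each gene a score, here its fold change, and GSEA asks whether the genes of a set gather at either end. The part of Supplementary Data 2 read here holds 1985 genes under its heading for DPI and vehicle and 1990 under its heading for HFD and NC, all with positive scores. Across genes, which are not independent replicates, the scores under the heading for DPI and vehicle had a rank correlation of 1.000 with the log2 fold changes for HFD against NC computed from the counts and of -0.184 with those for DPI against vehicle. The scores under the heading for HFD and NC had a rank correlation of 0.999 with the log2 fold changes for DPI against vehicle and of -0.225 with those for HFD against NC.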

### **Supplementary Data 3**

The expression changes of hKCs treated with DPI. The DEG with logFC, LR and P values were computed by edgeR program with the GLM model and exact test test.

### **Supplementary Data 4**

The raw data of metabolic profiling of ImKC response to DPI.

### **Supplementary Data 5**

The raw data of metabolic profiling of *Gpr3*<sup>-/-</sup> ImKC response to DPI.

# Supplementary material for: Activation of GPR3-β-arrestin2-PKM2 pathway in Kupffer cells stimulates glycolysis and inhibits obesity and liver pathogenesis
**Source:** Nat Commun. 2024 Jan 27;15:807. doi: 10.1038/s41467-024-45167-5
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Detailed in the Methods section.                                                                                                                                                                                                                                                    |
| Data analysis   | bowtie2 2.2.3, RSEM 1.2.15, Cell ranger 3.1.0, GSEA 4.0.1, MeV 4.8.1, R version (3.5.3) with packages of Seurat 3.0, Slingshot 2.4.0 and edgeR 3.24.3, Image J 1.53t, Graphpad prism 8.2.0, Axio Vision software, Aperio ImageScope 12.3.3, FlowJo 8.8.7, XFe96 software (Agilent). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw RNA-seq data are deposited in the database of Gene Expression Omnibus with accession IDs: GSE186329. The metabolic raw data and DEGs are provided as Supplementary Tables. All other data that support the findings of this study are available from the corresponding authors upon reasonable request. Source data are provided with this paper as a source data file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                    |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Human livers were from 5 NAFLD (2 females and 3 males) and 5 healthy donors (3 females and 2 males).                                                                                                                                                                                                                                               |
| Reporting on race, ethnicity, or other socially relevant groupings | All human biopsies are Asian Chinese. Commercial human PBMCs don't have information.                                                                                                                                                                                                                                                               |
| Population characteristics                                         | Human peripheral blood were purchased from Red blood components LLC, and subjects were defined healthy status. Human liver biopsies were from livers from deceased donors procured for liver transplantation.                                                                                                                                      |
| Recruitment                                                        | None.                                                                                                                                                                                                                                                                                                                                              |
| Ethics oversight                                                   | Biopsies were from livers deemed unacceptable for liver transplantation. Biopsies were collected with the approval from The Ethics Committee of The First Hospital of Jilin University. Written informed consent was obtained from the legal representative of each donor. Protocols associated with human fresh blood are approved by IRB at MIT. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were determined according to previous data published by us (Ref.33 and Hu et al. 2019, 45:563 eBiomMedicine) and others using similar biological samples and techniques to detect the significant difference (Chen et al. 2018, 9:873, Nature Communications). All tests were performed with $n \geq 2$ independent experiments. In vivo experiments included data from $n=4-12$ mice for each group and presented as mean with deviation in the graphs and figure legends. Sample sizes and statistical data are reported in figure legends. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Replication     | Data reproducibility was confirmed by independent experiments as indicated in the figure legends or methods.                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Randomization   | All animals were randomly assigned to different groups for treatments and control as well. Cell culture experiments with cell lines were handled the same way. Bone marrow derived macrophages from one single mouse was taken as one independent sample. Human monocytes were isolated from human PBMC which randomly purchased from the commercial vendor and randomly allocated into groups. Human biopsies were collected randomly based on the availability and tissue weight for tissue procession and cell purification.                            |
| Blinding        | The investigators were not blinded to all conditions as they were responsible for both experimental design and data collection. The mouse weight and food intake were measured by one technician without knowing the information of mouse group. No subjective assessments were made.                                                                                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Flow cytometry : antibodies specific for CD11b (M1/70, #101228), F4/80 (BM8, #123116), CD45.2 (104, #109838), and Gr-1 (RB6-8C5, #108406) , anti-human CD45 (#304016) and anti-human CD14 (#301804) from Biolegend. Anti-PKM2 (1C11C7, #60268) were purchased from Thermo Fisher Scientific. Anti-GPR3 (#sc390276) was from Santa Cruz Biotechnology. Anti--arrestin2 (#3857), Glycolysis Antibody Sampler Kit (#8337 and #12866), anti-Lamin B1 (#12586), anti- $\beta$ -tubulin (#56739) or anti- $\beta$ -actin (#5125) and anti-FLAG (#) were from Cell Signaling Technology. Human and mouse antibody arrays were from Abcam (#Ab169817 and #Ab133995).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Validation      | <p>All commercial antibodies were validated by the manufacture and commonly used in our lab. Information about host species, reactivity, and applications are freely available from manufacturer's websites.</p> <p>Antibodies for WB were validated by the companies and users. Anti-PKM2 (1C11C7), #60268, ThermoFisher, 1:1000 for WB, validated by the companies and by users. <a href="https://www.thermofisher.com/antibody/product/PKM2-Antibody-clone-1C11C7-Monoclonal/60268-1-IG">https://www.thermofisher.com/antibody/product/PKM2-Antibody-clone-1C11C7-Monoclonal/60268-1-IG</a>. Anti-GPR3, #SC390276, Santa Cruz Biotechnology, 1:500 for WB, validated by the companies and by users. <a href="https://www.scbt.com/p/gpr3-antibody-b-5">https://www.scbt.com/p/gpr3-antibody-b-5</a>. Anti-<math>\beta</math>-tubulin, #56739, Cell Signaling Technology, 1:1000 for WB, validated by the companies and by users. <a href="https://www.cellsignal.com/product/productDetail.jsp?productId=56739">https://www.cellsignal.com/product/productDetail.jsp?productId=56739</a>. anti-<math>\beta</math>-actin, #5125, Cell Signaling Technology, 1:1000 for WB, validated by the companies and by users. <a href="https://www.cellsignal.com/product/productDetail.jsp?productId=5125">https://www.cellsignal.com/product/productDetail.jsp?productId=5125</a>. Glycolysis Antibody Sampler Kits, #8337 and #12866, Cell Signaling Technology, 1:1000 for WB, validated by the companies and by users. <a href="https://www.cellsignal.com/product/productDetail.jsp?productId=8337">https://www.cellsignal.com/product/productDetail.jsp?productId=8337</a>, <a href="https://www.cellsignal.com/product/productDetail.jsp?productId=12866">https://www.cellsignal.com/product/productDetail.jsp?productId=12866</a>. Anti--arrestin2, #3857, Cell Signaling Technology, 1:1000 for WB, validated by the companies and by users. <a href="https://www.cellsignal.com/product/productDetail.jsp?productId=3857">https://www.cellsignal.com/product/productDetail.jsp?productId=3857</a>. anti-Lamin B1, #12586, Cell Signaling Technology, 1:1000 for WB, validated by the companies and by users. <a href="https://www.cellsignal.com/products/primary-antibodies/lamin-b1-d4q4z-rabbit-mab/12586">https://www.cellsignal.com/products/primary-antibodies/lamin-b1-d4q4z-rabbit-mab/12586</a>.</p> <p>For flow cytometry, all antibodies were validated by the companies and by users. anti-CD11b (Biolegend, #101228, 1:100), <a href="https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-human-cd11b-antibody-4257">https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-human-cd11b-antibody-4257</a>. Anti-F4/80 (Biolegend, #123116, 1:100), <a href="https://www.biolegend.com/en-us/products/apc-anti-mouse-f4-80-antibody-4071">https://www.biolegend.com/en-us/products/apc-anti-mouse-f4-80-antibody-4071</a>. Anti-Gr-1 (Biolegend, #108406, 1:100), <a href="https://www.biolegend.com/en-us/products/fitc-anti-mouse-ly-6g-ly-6c-gr-1-antibody-458">https://www.biolegend.com/en-us/products/fitc-anti-mouse-ly-6g-ly-6c-gr-1-antibody-458</a>. Anti-CD45.2 (Biolegend, #109838, 1:100), <a href="https://www.biolegend.com/en-us/products/brilliant-violet-510-anti-mouse-cd45-2-antibody-7998">https://www.biolegend.com/en-us/products/brilliant-violet-510-anti-mouse-cd45-2-antibody-7998</a>. anti-human CD45 (Biolegend, #304016, 1:20), <a href="https://www.biolegend.com/en-us/products/pe-cyanine7-anti-human-cd45-antibody-1915">https://www.biolegend.com/en-us/products/pe-cyanine7-anti-human-cd45-antibody-1915</a>. anti-human CD14 (Biolegend, #301804, 1:20), <a href="https://www.biolegend.com/en-us/products/fitc-anti-human-cd14-antibody-794">https://www.biolegend.com/en-us/products/fitc-anti-human-cd14-antibody-794</a></p> <p>Human and mouse antibody arrays were from Abcam (#Ab169817 and #Ab133995), were validated by the companies and by users.</p> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                          |
|-------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Immortalized Kupffer cell line (ABI-TC192D, AcceGen), human primary KCs (ABC-TC4369, AcceGen), THP-1 (ATCC TIB-202) and 293T (CRL-3216). |
| Authentication                                                    | The cell lines were not authenticated.                                                                                                   |
| Mycoplasma contamination                                          | Cells were tested for mycoplasma contamination and were negative by PCR.                                                                 |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used.                                                                                               |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                                                                                                                                                                                                                             |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | C57BL/6 (B6) mice, p47phox <sup>-/-</sup> , Clec4f-Cre mice were purchased from the Jackson Laboratory and Pkm2flox mice were described in the our publication and housed in specific pathogen-free facilities at MIT under 12-h light dark cycles, controlled temperature (~23 °C) and 40~50% humidity with free access to food and water. |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                         |                                                                                                                          |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | This study did not involve in wild animals.                                                                              |
| Reporting on sex        | Male mice were used for HFD experiments. For BMDM in vitro studies, male and females were randomly used.                 |
| Field-collected samples | This study did not involve in field-collected samples.                                                                   |
| Ethics oversight        | All animal studies and procedures are approved by the Massachusetts Institute of Technology's Committee for Animal Care. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |      |
|-----------------------|------|
| Seed stocks           | None |
| Novel plant genotypes | None |
| Authentication        | None |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Described in detail in Methods                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Instrument                | BD FACS Fortessa used for analysis, BD Aria III used for sorting                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Software                  | BD FACSDiva software for collection and FloJo v8.8.7 for analysis                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Cell population abundance | human liver immune cells were sorted with anti-CD45 for scRNAseq and human kupffer cells were sorted by staining with anti-CD14 for in vitro treatment by flow cytometry. Mouse kupffer cells were sorted directly from dissociated mouse livers based on F4/80+CD11b+Gr1low or sorted based anti-F4/80 microbeads. Human monocytes were purified from PBMC using the EasySep human monocyte enrichment kit (STEMCELL, #19059) with ~85% purity for in vitro macrophage differentiation. |
| Gating strategy           | Gating strategy was indicated in the figure legends.                                                                                                                                                                                                                                                                                                                                                                                                                                     |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

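RNA-seq counts of sorted liver macrophages were analysed for 9 mouse libraries, 2 from NC-fed mice, 3 from vehicle-treated HFD-fed mice and 4 from DPI-treated HFD-fed mice. Conditions and replicate numbers come from the sample labels and the paper, and same-numbered libraries of different groups are paired only by the number in the labels. The authors aligned the reads to mm10, estimated the count of each gene with bowtie2 and RSEM and deposited whole-number raw counts per gene, without normalization. Every column of the deposited table belongs to a mapped library. The treatment protocol in the labels gives 500 nM for 24 h and the paper 2 mg/kg every 5 days, and the paper was followed.

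Library totals lay between 3534325 and 15585775 counts (median 4918629), and the smallest number of counts taken to differ from none was 3. Fold changes against a group at or under 3 counts in each library are lower bounds computed against that floor. Floors and intervals cover counting error only, since amplified reads without molecular identifiers are not independent molecules.

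The counts were tested with edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM factors and glmQLFit over the 3 groups, and p was adjusted by the Benjamini-Hochberg method over the 11393 genes tested. The paper's threshold is an unadjusted p under 0.05 with a log2 fold change of at least 1 in size. Standard errors of edgeR's log2 fold changes were computed as the size of the fold change divided by the root of the F statistic. Gene lists were tested with fgsea 1.28.0 on log2 fold changes, with 10000 gene permutations, seed 1 and at least 5 genes per list, and with camera from limma 3.58.1. The hallmark sets, DAVID and MacSpectrum were not used here, and lists of genes written by hand took the place of the sets and of the polarization index. Mean log2 CPM of each list, with a prior count of 2, was compared between groups by two-sided exact permutation tests, which can give no p below 0.1 for HFD against NC and 0.0286 for DPI against vehicle. Other tools were DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Gene positions, GC content and transcript length came from GENCODE M21.

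The sample mapping, the test of each result, the gene lists, the rule for naming genes and the alternatives were set before the data were examined, apart from 7 alternatives, a list of general macrophage markers and the exact tests of list means, which were added afterwards. Genes were named if the paper names them. Of genes past the adjustment whose groups did not overlap, the 5 with the smallest p in each direction were named, and where none passed, the 3 with the smallest p in each direction at the paper's threshold. From each list, at most 3 genes with the smallest p were named, and for glycolysis those with an unadjusted p under 0.05. The alternatives were RLE or library size scaling, no filter on low counts or at least 10 counts in every sample, DESeq2, edgeR's likelihood ratio and exact tests, fits of 2 groups only, the replicate number as a block, ranking by the signed root of F, camera, Reactome sets, a prior count of 0.5, scaling of each gene to its SD, separate vehicle libraries for the comparisons, and each library left out in turn. The 7 added alternatives used no Rn45s counts, counts thinned to the smallest depth, differences of mean log2(CPM + 1) for gene lists and for single genes, a neutrophil score as covariate, fold changes without their trend on GC content and length, and lists without T, NK and B cell genes.

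The edgeR test was checked on simulated counts with 200 changed genes at a log2 fold change of 3. With a dispersion of 0.1, 200 of them had an adjusted p under 0.05, with 8 false calls. With the dispersion of these data, 0.423, 112 (56%) did, with 2 false calls, and 194 (97%) passed the paper's threshold, with 486 false calls.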

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

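The tests of depth and of single NC libraries for T, NK and B cell genes, the tests of depth for hepatocyte and endothelial genes with DPI, and the tests of depth for single DPI libraries were chosen only after the results were seen.

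Among the 4 DPI libraries, 114 measures were searched for a library apart from the others by Dixon's test at the 95% level, and 10 had one, where chance gives 5.7. The fatty acid metabolism score of DPI library 2 was 4.03, against 4.22 to 4.26 in the other DPI libraries, with a gap of 0.840 of the range. Library 2 had the smallest total, 3534325 counts, and after thinning of all libraries to the smallest depth the gap was 0.653 of the range, so depth remains a candidate explanation. The share of counts on Rn45s was 42.6% in library 2, against 27.7% to 30.002% in the others, with a gap of 0.845 of the range, and no explanation of it was tested. The 4 libraries share 1 condition, so no biological explanation was tested.

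For 8 named genes, 1 DPI library lay apart, with gaps of 0.945 of the range for Fam160b1, 0.866 for Hk1, 0.888 for Mup3, 0.871 for Prg2 and 0.870 for Prkag1. For Cx3cl1, Saa2 and Tnfrsf9 the gap was 1, with 3 libraries at 0 counts and the other at 1 count. After thinning, 3 of the 8 genes still had a library apart, Cx3cl1, Fam160b1 and Prg2. Library depth may therefore account for some of these genes, and the 3 genes cannot be told apart from chance among 114 searches.

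Markers of T and NK cells were higher in HFD than in NC, with a normalized enrichment score of 1.79 (permutation p = 0.000278), as were those of B cells, with 1.75 (permutation p = 0.000952). They overlap with the inflammatory response list, which held 108 genes, and 101 without T, NK and B cell genes, and Supplementary Data 1 lists Il2rb, Skap1, Cd3e and Cd79b. Mean log2 CPM differed by 1.58 for T and NK cell markers and by 2.34 for B cell markers (two-sided exact permutation test, p = 0.1 for each, the smallest that 3 libraries against 2 allow, adjusted 0.35 over 14 comparisons), higher in 3 of 3 HFD libraries than in either NC library. Il2rb had a log2 fold change of 3.35, Skap1 of 2.84 and Cd3e of 2.23, and Pou2af1 of 4.56 and Cd79b of 2.73, while Blk was at least 10.8-fold higher. With counts thinned to the smallest depth the scores were 1.95 and 1.77. The totals of the NC libraries, 4666522 and 4801564 counts, lie within those of the vehicle libraries, 4565492 to 5518176, so thinning had little to correct between these groups and shows no stability. Without NC library 1 the T and NK cell score was 0.837, under the mean score of 1 of random lists, and without NC library 2 it was 1.57. NC library 1 had 21 of the 33 T and NK cell markers above 3 counts, against 31 in NC library 2. Without NC library 1 the mean log2 CPM of T and NK cell markers still differed by 0.54, with 3.62 to 4.28 in the 3 HFD libraries against 3.50 in NC library 2, so the pattern is weaker without NC library 1 and cannot be told apart from a difference of that single library. The lowest B cell score without either NC library was 1.41. For both lists, the limit of 1 that decides the test of single NC libraries took the place of a change of sign after these scores had been seen. More lymphocytes among the sorted cells with HFD may raise these markers, which the counts cannot tell from a difference in sorting.

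Markers of other liver cells were higher with DPI than with vehicle, with a score of 1.53 (permutation p = 0.0402) for hepatocytes and 2.11 (permutation p = 0.00020, the smallest these permutations could give) for sinusoidal endothelial cells. With counts thinned to the smallest depth the scores were 1.6 and 2.21. Of the 35 splits of the 7 HFD libraries into 4 and 3, the real one included, 18 gave a hepatocyte score and 21 an endothelial score as far from 0, so neither can be told apart from differences between single mice. Mean log2 CPM differed by 0.64 for hepatocyte markers (two-sided exact permutation p = 0.171) and by 1.23 for endothelial markers (exact permutation p = 0.286), adjusted 0.4 and 0.5 over 14 comparisons. Among the genes were Mup20, with a log2 fold change of 4.31, Trf, with 0.55, Clec4g, with 5.46, Stab2, with 4.50, and Egfl7, with 4.37, and Ambp, at 0, 0 and 1 counts with vehicle and 34, 22, 0 and 28 with DPI, was at least 4.77-fold higher.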

How the results depend on the processing

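The alternatives with thinned counts, differences of mean log2(CPM + 1), a neutrophil score as covariate, no GC and length trend, no Rn45s counts and no T, NK and B cell genes were chosen only after the data had been seen. In this part, with HFD stands for HFD against NC and with DPI for DPI against vehicle. Unless a value shows it, the cause of a change was not tested.

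Of 259 values of the 14 gene list results under alternatives, 179 kept their direction and their side of a threshold of 0.05 for the permutation p or camera's p. The inflammatory response list stayed higher with HFD and lower with DPI under every alternative tried. Of 1882 values of named genes, 1721 kept their direction and their side of an adjusted p of 0.05 and 51 changed direction, while 85 passed the adjustment only under the alternative and 25 no longer did. Of 64 counts of genes, 44 stayed within 1.5 times the main count.

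At an adjusted p under 0.05, the 7 genes with HFD became 312 with DESeq2, 280 with edgeR's likelihood ratio test, 170 with its exact test, 52 without the filter on low counts, 1 with at least 10 counts in every sample, 1 with scaling by library size alone, and 0 with 2 groups only, where 1068 genes had an unadjusted p under 0.05. With DPI, the count of 0 (470 at an unadjusted p under 0.05) became 2 with DESeq2 and 1 with the likelihood ratio test. At the paper's threshold, the 1329 genes with HFD became 726 with at least 10 counts in every sample, and the 324 with DPI became 202 under that filter and 602 without a filter. Of the 7 genes with HFD, 3 are in Supplementary Data 1, against 845 of the 1509 at the paper's threshold. The share of genes higher among those past the paper's threshold with HFD, 60.3%, was 36.6% with scaling by library size alone, and with DPI, 52.8%, it was 66.0%, 46.7% without a filter, 32.2% with at least 10 counts in every sample, 39.3% with 2 groups only, 49.7% with the edgeR exact test, 37.4% with the replicate block, 45.8% with thinned counts, and 41.1% to 65.2% with single libraries left out.

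With scaling by library size alone, the normalized enrichment score was -0.907 for oxidative phosphorylation with HFD (permutation p = 0.659), -0.894 for fatty acid metabolism with HFD (permutation p = 0.668) and 1.43 for fatty acid metabolism with DPI (permutation p = 0.0494). Mean scores were -0.077 for monocyte-derived macrophage markers with HFD, 0.012 for T and NK cell markers with DPI and -0.11 for neutrophil markers with HFD. Log2 fold changes were -0.27 (log2 fold change of Arrb2, HFD vs NC), -0.15 (log2 fold change of Eno1, HFD vs NC), -0.23 (log2 fold change of Hk2, HFD vs NC), 0.036 (log2 fold change of Itgam, DPI vs vehicle), -0.26 (log2 fold change of Ncf1, HFD vs NC), 0.0050 (log2 fold change of Ncf1, DPI vs vehicle) and 0.048 (log2 fold change of Trem2, DPI vs vehicle). With 2 groups only, the log2 fold change was -0.0035 (log2 fold change of Gapdh, DPI vs vehicle).

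With at least 10 counts in every sample, scores were -1.48 for fatty acid metabolism with HFD (permutation p = 0.0386), 1.05 for TGF beta signaling with HFD (permutation p = 0.372), 1.11 for glycolysis with DPI (permutation p = 0.306), 1.38 for oxidative phosphorylation with DPI (permutation p = 0.0345) and -1.83 for TGF beta signaling with DPI (permutation p = 0.00156). Without a filter they were -1.21 for TGF beta signaling with HFD (permutation p = 0.141), 1.06 for glycolysis with DPI (permutation p = 0.389) and 1.12 for TGF beta signaling with DPI (permutation p = 0.285). Ranked by the signed root of F, they were -0.593 for oxidative phosphorylation with HFD (permutation p = 0.998), -1.36 for fatty acid metabolism with HFD (permutation p = 0.0579), 0.976 for TGF beta signaling with HFD (permutation p = 0.491), 0.997 for glycolysis with DPI (permutation p = 0.461), 1.55 for oxidative phosphorylation with DPI (permutation p = 0.00851), 1.57 for fatty acid metabolism with DPI (permutation p = 0.0114) and -1.38 for TGF beta signaling with DPI (permutation p = 0.0588). With Reactome sets, they were -0.621 for oxidative phosphorylation with HFD (permutation p = 0.993), 0.695 for TNFA signaling with HFD (permutation p = 0.827), 1.17 for inflammatory response with HFD (permutation p = 0.161), -1.16 for TGF beta signaling with HFD (permutation p = 0.19), 0.491 for TNFA signaling with DPI (permutation p = 0.972), -1.19 for inflammatory response with DPI (permutation p = 0.0788), -1.16 for interferon gamma response with DPI (permutation p = 0.186) and 0.588 for TGF beta signaling with DPI (permutation p = 0.982). camera's p was 0.80 for oxidative phosphorylation with HFD, 0.234 for fatty acid metabolism with HFD, 0.296 for TNFA signaling with HFD, 0.233 for interferon gamma response with HFD, 0.658 for TGF beta signaling with HFD, 0.858 for glycolysis with DPI, 0.103 for TNFA signaling with DPI, 0.281 for interferon gamma response with DPI and 0.30 for TGF beta signaling with DPI, with the direction opposite to the main one for oxidative phosphorylation and fatty acid metabolism with HFD and for glycolysis and TGF beta signaling with DPI.

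With thinned counts, scores were -0.676 for oxidative phosphorylation with HFD (permutation p = 0.982), -1.07 for fatty acid metabolism with HFD (permutation p = 0.331), -1.25 for TGF beta signaling with HFD (permutation p = 0.13), 0.88 for glycolysis with DPI (permutation p = 0.604), 1.46 for fatty acid metabolism with DPI (permutation p = 0.0454) and 1.37 for TGF beta signaling with DPI (permutation p = 0.0929). On differences of mean log2(CPM + 1), they were -1.38 for oxidative phosphorylation with HFD (permutation p = 0.0423), -1.22 for fatty acid metabolism with HFD (permutation p = 0.158), -1.19 for TGF beta signaling with HFD (permutation p = 0.207), 0.471 for glycolysis with DPI (permutation p = 0.996), 1.47 for oxidative phosphorylation with DPI (permutation p = 0.0195), 1.51 for fatty acid metabolism with DPI (permutation p = 0.0196) and -1.11 for TGF beta signaling with DPI (permutation p = 0.272). A neutrophil score as covariate gave 1.47 for fatty acid metabolism with DPI (permutation p = 0.0327) and 1.33 for TGF beta signaling with DPI (permutation p = 0.104), and removal of the GC and length trend gave 1.46 for fatty acid metabolism with DPI (permutation p = 0.0348).

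The share of genes lower in HFD and higher with DPI was 90.5%, against 87.1% on mean log2 CPM and 60.2% with separate vehicle libraries for each comparison. For genes higher in HFD and lower with DPI, the share of 73.2% was 85.3% with at least 10 counts in every sample, 66.8% with scaling by library size alone and 56.7% with separate vehicle libraries. The shared libraries may carry part of both shares, given the drop with separate vehicle libraries. Those comparisons also rest on fewer vehicle libraries each, so the drop does not measure that part alone. At an adjusted p under 0.05 no gene was lower in HFD, against 528 at the paper's threshold, so that share has no value.

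The difference in M1 minus M2 score with HFD was -0.13 with a prior count of 0.5 and -0.080 without the filter. With each gene scaled to its SD, the differences were -0.40 for M1 minus M2 score with DPI, -0.080 for neutrophil markers with HFD and 0.054 for neutrophil markers with DPI.

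With the replicate number as a block, the 7 genes with HFD at an adjusted p under 0.05 became 0, with 1031 at an unadjusted p under 0.05. Scores were 1.55 for oxidative phosphorylation with DPI (permutation p = 0.0104) and 1.35 for TGF beta signaling with DPI (permutation p = 0.0869), and log2 fold changes were -0.028 (log2 fold change of Arrb2, HFD vs NC), 0.0028 (log2 fold change of Arrb2, DPI vs vehicle), -0.19 (log2 fold change of Cr2, DPI vs vehicle), -0.011 (log2 fold change of Hk2, HFD vs NC) and -0.69 (log2 fold change of Il6, DPI vs vehicle). Same-numbered libraries come from different mice, and the correlation of their deviations from the group means was 0.0718 with HFD (other pairs -0.0359) and 0.0193 with DPI (other pairs -0.00644), so the numbers do not pair the libraries.

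Across the fits that each left out a single library, 1 to 2 genes had an adjusted p under 0.05 with HFD and 187 to 521 passed the paper's threshold with DPI. Leaving out an NC library leaves 1, so counts of genes were not made for those fits and their scores have no p. Scores ranged from 0.726 to 1.3 for glycolysis with HFD, -0.667 to 0.583 for oxidative phosphorylation with HFD, -0.829 to 0.968 for fatty acid metabolism with HFD, 1.15 to 1.63 for TNFA signaling with HFD, 1.27 to 1.76 for inflammatory response with HFD, 1.04 to 1.76 for interferon gamma response with HFD, -1.5 to 0.888 for TGF beta signaling with HFD, -0.981 to 0.833 for glycolysis with DPI, 0.664 to 1.58 for oxidative phosphorylation with DPI, 1.26 to 1.56 for fatty acid metabolism with DPI and 1.36 to 1.55 for TGF beta signaling with DPI. Shares of opposite changes ranged from 94.3% to 96.4% for genes lower in HFD and from 71.7% to 78.3% for those higher. Differences of mean scores ranged from -0.24 to 0.28 for M1 minus M2 score with HFD, -1.57 to 0.43 for Kupffer cell markers with HFD, 0.13 to 0.31 for monocyte-derived macrophage markers with HFD, -2.79 to -1.93 for hepatocyte markers with HFD, -3.17 to -2.01 for sinusoidal endothelial cell markers with HFD, 0.54 to 2.62 for T and NK cell markers with HFD, -0.27 to 0.11 for T and NK cell markers with DPI, 1.60 to 3.08 for B cell markers with HFD, -0.54 to 0.87 for neutrophil markers with HFD and -0.53 to 0.15 for neutrophil markers with DPI. Log2 fold changes ranged from -0.095 to 0.44 (log2 fold change of Arrb1, DPI vs vehicle), -0.30 to 0.016 (log2 fold change of Arrb2, DPI vs vehicle), -0.18 to 0.098 (log2 fold change of Ccl9, HFD vs NC), -0.10 to 0.19 (log2 fold change of Ccl9, DPI vs vehicle), -1.53 to 7.90 (log2 fold change of Clec4f, DPI vs vehicle), -0.050 to 3.65 (log2 fold change of Cr2, DPI vs vehicle), -0.19 to 0.22 (log2 fold change of G6pdx, DPI vs vehicle), -0.15 to 0.23 (log2 fold change of Gapdh, DPI vs vehicle), 0.21 to 0.24 (log2 fold change of Gpr3, HFD vs NC), -0.28 to 0.70 (log2 fold change of Hk1, HFD vs NC), -0.13 to 0.31 (log2 fold change of Hk2, HFD vs NC), -0.046 to 1.30 (log2 fold change of Il6, DPI vs vehicle), -0.30 to 0.063 (log2 fold change of Itgam, DPI vs vehicle), -0.17 to 0.47 (log2 fold change of Ldha, DPI vs vehicle), -0.44 to 0.37 (log2 fold change of Myc, DPI vs vehicle), -0.046 to 0.26 (log2 fold change of Ncf1, HFD vs NC), -0.31 to 0.078 (log2 fold change of Ncf1, DPI vs vehicle), -0.38 to 0.12 (log2 fold change of Pkm, HFD vs NC) and -0.18 to 0.22 (log2 fold change of Trem2, DPI vs vehicle). Where each library of a group is at or under 3 counts, the depth allows only a lower bound of the fold change.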

Differences from the paper's values

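No test in this part was chosen after a result was seen, apart from the settings named as such. Of 48 log2 fold changes of named genes that Supplementary Data 1 gives or allows to compute, 7 differed by more than the standard error or, for lower bounds of the fold, exceeded the paper's fold by more than 1.5 times, and all 48 had the same sign. The paper's values come from the same libraries, so equal signs were nearly fixed in advance and show no stability. The number of genes past the threshold in either comparison, 1509, was within 1.5 times the paper's 1264.

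For B2m with HFD, the log2 fold change here was 1.08 and the paper's, from Supplementary Data 1, was 0.78. It was 0.79 with scaling by library size alone, no longer different, and the other alternatives set before the data were examined still differed. The log2 fold change of Cxcl9 with HFD was 2.05, where the paper's was 1.24. It was 1.70 with scaling by library size alone, 1.66 with the replicate block, 1.84 with vehicle library 1 left out and 1.67 with vehicle library 3 left out, no longer different, and the other alternatives set before the data were examined still differed. With DPI, Cxcl9 changed by -1.33 on the log2 scale and by -0.78 in the paper's values. It was -1.22 with scaling by library size alone, -1.01 with the replicate block, -1.08 with vehicle library 1 left out, -0.91 with vehicle library 3 left out, -1.25 with DPI library 1 left out and -1.26 with DPI library 4 left out, no longer different, and the other alternatives set before the data were examined still differed. For Fam160b1 with HFD, the log2 fold change here was -4.51 and the paper's, from Supplementary Data 1, was -3.68. It was -4.17 with the replicate block and -4.17 with vehicle library 2 left out, no longer different, and the other alternatives set before the data were examined still differed. The log2 fold change of Fam160b1 with DPI was 3.10, where the paper's was 2.32. It was 2.76 with vehicle library 2 left out, 2.99 with DPI library 1 left out, 3.02 with DPI library 2 left out and 3.03 with DPI library 4 left out, no longer different, and the other alternatives set before the data were examined still differed. With HFD, Lpl changed by 2.76 on the log2 scale and by 2.31 in the paper's values. It was 2.50 with scaling by library size alone and 2.29 with vehicle library 2 left out, no longer different, and the other alternatives set before the data were examined still differed. For Scmh1 with HFD, at or under the floor in NC, the lower bound of the log2 fold change here was 4.85 and the paper's value was 3.97. It was 4.55 with scaling by library size alone, within 1.5 times the paper's fold. As differences of mean log2(CPM + 1), a setting chosen after seeing the values, these changes were 0.79 for B2m with HFD, 1.25 and -0.78 for Cxcl9 with HFD and DPI, -3.68 and 2.31 for Fam160b1 with HFD and DPI, 2.31 for Lpl with HFD and 3.97 for Scmh1 with HFD, none of them different from the paper's. Of the other settings chosen after seeing the values, -4.48 (log2 fold change of Fam160b1, HFD vs NC) without Rn45s counts and 2.69 (log2 fold change of Lpl, HFD vs NC) with thinned counts were no longer different.

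In Fig. 6c the paper shows glycolysis, oxidative phosphorylation and fatty acid metabolism lower in HFD than in NC. Here their scores were 0.865, 0.431 and 0.719, all positive. Unless a Reactome set is named, scores set beside Fig. 6c come from lists written by hand, where the paper used hallmark sets. The part of the paper's ranked lists read here, under exchanged headings, followed the fold changes here closely. Its rank correlations were 0.9998 for HFD against NC and 0.999 for DPI against vehicle. Whether the lists of genes account for the differences was not tested with the hallmark sets. None of the settings tried gave a negative score for glycolysis. Oxidative phosphorylation was lower with scaling by library size alone (-0.907), with vehicle library 3 left out (-0.667), ranked by the signed root of F (-0.593), with camera (p = 0.80 from camera, not from permutation) and with the Reactome set (-0.621), and with thinned counts (-0.676) and differences of mean log2(CPM + 1) (-1.38), both chosen after seeing the values. Fatty acid metabolism was lower with scaling by library size alone (-0.894), with at least 10 counts in every sample (-1.48), with vehicle library 2 left out (-0.829), ranked by the signed root of F (-1.36) and with camera (p = 0.234 from camera, not from permutation), and with thinned counts (-1.07) and differences of mean log2(CPM + 1) (-1.22), both chosen after seeing the values.

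With DPI, Fig. 6c shows glycolysis higher, and here its score was -0.835. It was positive without a filter (1.06), with at least 10 counts in every sample (1.11), with vehicle library 2 (0.674) or DPI library 4 (0.833) left out, ranked by the signed root of F (0.997) and with camera (p = 0.858), and with thinned counts (0.88) and differences of mean log2(CPM + 1) (0.471), both chosen after seeing the values, and none of these had a permutation p under 0.05. The paper also shows TGF beta signaling lower with DPI, where the score here was 1.49. It was negative with at least 10 counts in every sample (-1.83), ranked by the signed root of F (-1.38) and with camera (p = 0.30 from camera, not from permutation), and on differences of mean log2(CPM + 1) (-1.11), chosen after seeing the values.

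Oxidative phosphorylation and fatty acid metabolism, which the paper shows higher with DPI, had positive scores of 1.02 and 1.41 without passing p = 0.05. Oxidative phosphorylation passed with at least 10 counts in every sample (1.38), with the replicate block (1.55), with DPI library 4 left out (1.58) and ranked by the signed root of F (1.55), and on differences of mean log2(CPM + 1) (1.47), chosen after seeing the values. Fatty acid metabolism passed with scaling by library size alone (1.43), with vehicle library 2 (1.45), DPI library 1 (1.56) or DPI library 2 (1.54) left out and ranked by the signed root of F (1.57), and with thinned counts (1.46), differences of mean log2(CPM + 1) (1.51), a neutrophil score as covariate (1.47) and the GC and length trend removed (1.46), all 4 chosen after seeing the values.

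For the polarization of KCs, Fig. 6d places HFD toward M1, NC toward M2 and DPI between them. The M1 minus M2 score here was 1.25 in NC, 1.27 in vehicle and 1.09 in DPI libraries, with DPI lowest. With each gene scaled to its SD, HFD lay above NC by 0.40 and DPI differed from vehicle by -0.40, so that DPI lay between them, next to NC. With NC library 2 left out, HFD lay above NC by 0.28, and with the difference of -0.18 between DPI and vehicle DPI again lay between them. With NC library 1 left out instead, HFD differed from NC by -0.24 and DPI was lowest.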

Other observations

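The count of splits for genes at an adjusted p under 0.05 was chosen only after the result was seen, as was the reading of thinned counts and of the GC and length trend for HFD against NC and of the neutrophil covariate, the lists without T, NK and B cell genes and the general macrophage markers as unable to tell.

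The real groups were compared with all splits of the 7 HFD libraries into 4 and 3, and each number of splits includes the real one. Of the 35 splits, 8 gave as many genes at the paper's threshold as the 324 for DPI against vehicle, and 35 gave as many genes at an adjusted p under 0.05, which the real count of 0 fixes in advance (470 genes at an unadjusted p under 0.05). A score as far from 0 as the real one was given by 25 splits for glycolysis, 21 for oxidative phosphorylation, 2 for fatty acid metabolism, 10 for TNFA signaling via NFkB, 3 for the inflammatory response, 5 for the interferon gamma response and 1, the real one, for TGF beta signaling. Of the 8 splits that part all 3 same-numbered pairs, as the real groups do, 2 gave as many genes at the paper's threshold, and scores as far from 0 came from 5 for glycolysis, 5 for oxidative phosphorylation, 1 for fatty acid metabolism, 3 for TNFA signaling, 2 for the inflammatory response, 2 for the interferon gamma response and 1 for TGF beta signaling, where 8 splits cannot give a share under 0.05. The remaining splits leave at least 1 same-numbered pair on the same side. Apart from TGF beta signaling, each of these results was as large in at least 0.05 of the 35 splits, so it cannot be told apart from differences between single mice.

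The TGF beta signaling list scored -1.53 for HFD against NC (permutation p = 0.0183, 0.0367 after adjustment over the 14 tests). For DPI against vehicle it scored 1.49 (permutation p = 0.0398, adjusted 0.0696). Its mean log2 CPM differed by -0.05 (two-sided exact permutation p = 0.80) and -0.021 (exact permutation p = 0.743). For HFD against NC, Tgif1 had a log2 fold change of 2.29, Id1 of 1.30 and Id3 of 1.76. With DPI, Bmp2 was at least 3.53-fold higher, with 93, 10, 0 and 1 counts in the DPI libraries, and Bmpr1a at least 2.71-fold, with 0, 0, 16 and 40, and Rab31 changed by -0.66. With at least 10 counts in every sample the score with DPI was -1.83, so genes with few counts may set its sign.

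Technical explanations were tested for the inflammatory response. For DPI against vehicle the score of -2.08 was -1.94 with a neutrophil score as covariate, -2.08 with counts thinned to the smallest depth and -2.19 with the GC and length trend removed. For HFD against NC the score of 1.67 was 1.6 without T, NK and B cell genes, 1.74 with thinned counts and 1.68 with the GC and length trend removed. Across genes, the rank correlation of the log2 fold change for HFD against NC was -0.020 with GC content and 0.012 with transcript length, so removal of that trend had little to move, and with NC totals within the range of the vehicle totals thinning had little to correct. Library totals in the DPI comparison lay between 3534325 and 15585775 counts. With all of them thinned to the smallest depth the score for DPI stayed at -2.08, which argues against depth as its source. Removal of the GC and length trend moved the score for DPI away from 0. The neutrophil score differed by -0.17 between DPI and vehicle (two-sided exact permutation p = 0.83), so that covariate had little to remove, and the list without T, NK and B cell genes kept 101 of 108 genes, in which RNA of such cells was not removed. The scores thus cannot be told apart from RNA of these cells. For HFD, NC totals lay within the vehicle range, while each vehicle library exceeded each NC library in mean log2 CPM of the list. This argues against depth as the source for HFD. The correlations of -0.020 and 0.012 argue against the GC and length trend there. The splits above leave differences between single mice open for DPI, and 3 libraries against 2 leave them open for HFD. The real groups of HFD and NC gave 1329 genes at the paper's threshold, against 360 to 792 in the other splits of these libraries. With 10 splits, no share under 0.1 is possible.

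Genes lower in HFD than in NC were higher with DPI in 90.5% of cases. If noise in the shared vehicle libraries were the cause, counts simulated with the same noise and no effect of DPI would give shares as high. The highest share in 30 simulations was 79.3%. None of the 30 reached the real share, although they gave 382 to 438 genes at the paper's threshold for DPI against vehicle, more than the real 324. With separate vehicle libraries the share was 60.2%, against 50.1% of all genes. Shared noise may thus account for part of the share. The simulated counts did not match the data in the number of genes at the paper's threshold. They thus cannot show that the share goes beyond shared noise. Hepatocyte and endothelial markers, lower in HFD and higher with DPI, may also be part of the reversed genes, which was not measured.

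Of the 7 genes at an adjusted p under 0.05 in HFD against NC, 5 were at 0 counts in both NC libraries. Among 4050 genes with a mean of 5 to 20 CPM, 27 were at 0 in both NC libraries where the product of the shares of zeros gives 7.69, a ratio of 3.51. In that range 6.86% and 2.77% of the genes were at 0 in NC libraries 1 and 2. The same was measured in the 21 pairs of HFD libraries, among genes of 5 to 20 CPM detected in the other HFD libraries. A median of 0.572% (0.147% to 1.25%) of the genes were at 0 in a single library and a median of 0.0246% (0% to 0.122%) in both of a pair, also more than the product of the median single shares. Zeros shared beyond that product were thus not confined to NC, and the ratio cannot tell loss of transcripts from genes with low expression. The shares of zeros were larger in NC, but the HFD genes had to be detected in the other HFD libraries, so the shares are not measured alike. Fewer genes were detected in the NC libraries, 11105 and 11879, than in the vehicle (12053 to 12709) and DPI libraries (12343 to 13451). Loss of transcripts in NC thus stays open for the 5 genes.

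Hepatocyte markers had a score of -2.34 and sinusoidal endothelial cell markers of -2.22 for HFD against NC (permutation p = 0.00030 for each, the smallest these permutations could give). Mean log2 CPM differed by -2.36 and -2.59 (two-sided exact permutation p = 0.1 for each, the smallest possible, adjusted 0.35 over 14 comparisons), lower in 3 of 3 HFD libraries. With thinned counts the scores were -2.37 and -2.27, where library totals again overlapped and thinning had little to correct, and the score nearest to 0 without either NC library was -2.05. Alb had a log2 fold change of -2.74, Mup3 of -3.28, Clec4g of -7.25, Dnase1l3 of -3.11 and Egfl7 of -6.10, and Ambp was at least 31.5-fold lower. The pattern was thus present without either NC library. RNA of other liver cells carried into the NC sorts may be the source, and a difference in sorting between the groups was not tested.

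Of 18 Kupffer cell markers, between 8 and 15 were above 3 counts in a library (44.4% to 83.3%). The deepest library, DPI library 1, had 15 of them, and the shallowest, DPI library 2, had 11. Vehicle library 1, at 4565492 counts, had 14, while DPI library 4, at 9229418 counts, had 12. The number thus did not follow depth from library to library. The lowest share of general macrophage markers above 3 counts was 100%, 12 of 12 in each library, but their median was 92.9 to 228 CPM, against 0.305 to 16.5 CPM for the Kupffer cell markers, so they would be seen at any of these depths. That list thus cannot tell low depth from low expression of Kupffer cell markers. NC library 2 and vehicle library 1, at 4801564 and 4565492 counts, had 13 and 14 of these markers. Vehicle libraries 2 and 3, at 5518176 and 4918629 counts, had 9 and 8. Their median was 1.09 and 0.305 CPM, against 16.5 and 4.82 CPM. NC library 1, at 4666522 counts, lay between them with 11. These values argue against depth as the source of the differences between the NC and vehicle libraries. Trem2, which the paper names in other data, had log2 fold changes of -0.66 for HFD against NC and -0.016 for DPI against vehicle, the latter with a sign that changed with scaling by library size alone.

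Of the other genes of the marker lists with the smallest p, Il2rb changed by -1.01, Cd7 by 0.65, Txk by -0.87, Pou2af1 by -0.94, Vpreb3 by -1.52 and Cr2 by 1.34 on the log2 scale with DPI, and the sign for Cr2 changed when DPI library 4 was left out.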
